# Modulation of Global Gene Expression by Aneuploidy and CNV of Dosage Sensitive Regulatory Genes

**DOI:** 10.3390/genes12101606

**Published:** 2021-10-12

**Authors:** Shuai Zhang, Ruixue Wang, Cheng Huang, Ludan Zhang, Lin Sun

**Keywords:** aneuploidy, dosage compensation, inverse dosage effect, transcription factors, inverse regulators

## Abstract

Aneuploidy, which disrupts the genetic balance due to partial genome dosage changes, is usually more detrimental than euploidy variation. To investigate the modulation of gene expression in aneuploidy, we analyzed the transcriptome sequencing data of autosomal and sex chromosome trisomy in *Drosophila*. The results showed that most genes on the varied chromosome (cis) present dosage compensation, while the remainder of the genome (trans) produce widespread inverse dosage effects. Some altered functions and pathways were identified as the common characteristics of aneuploidy, and several possible regulatory genes were screened for an inverse dosage effect. Furthermore, we demonstrated that dosage changes of inverse regulator *Inr-a*/*pcf11* can produce a genome-wide inverse dosage effect. All these findings suggest that the mechanism of genomic imbalance is related to the changes in the stoichiometric relationships of macromolecular complex members that affect the overall function. These studies may deepen the understanding of gene expression regulatory mechanisms.

## 1. Introduction

The regulatory systems for gene expression of the diploid genomes are quite complicated and balanced. Variations that deviate from balance, such as duplication or loss of a certain chromosome segment or the entire chromosome, known as aneuploidy, disrupt the regulation of the genome [1]. Aneuploidy variation is found to be much more detrimental than euploidy variation in different biological taxa, which is called genetic imbalance [2,3,4,5,6,7]. In the early days of the development of molecular genetics, its basis was thought to be the direct gene-dosage effect of the genes that changed their copies [8,9]. However, many subsequent studies found that quite a few genes on the varied chromosomes produce a similar number of products compared with the normal diploid, that is, dosage compensation occurred [10,11,12]. In addition, some studies proved the expression of genes on the unvaried chromosomes in aneuploidy also have expression changes, and the dominant effect is an inverse correlation with the dosage of the varied region, which is called the inverse-dosage effect [10,11,13,14,15]. According to these findings, dosage compensation is interpreted as the result of the positive dosage effect of genes located on the varied chromosomes being counteracted by the simultaneous inverse-dosage effect of aneuploidy [11,14,15,16,17,18].

By studying the regulators of *white* eye color reporter genes in *Drosophila*, it was found that the regulatory mechanisms responsible for these dosage influences could be reduced to the role of single genes [12,19,20,21]. A lengthy screening process identified 47 dosage-dependent modifiers whose deletion or replication could mimic aneuploidy and influence the expression of the alleles of *white*, of which most had a negative or inverse effect, while a small number had a positive effect [22]. The molecular functions of these modifiers are mainly transcription factors (TFs), signal transduction components and chromatin proteins [22]. Among them, the earliest found and most thoroughly studied inversely acting single gene is *inverse regulator-a* (*Inr-a*, synonymous with *pcf11*). This gene encodes a pre-mRNA cleavage complex II protein, which is involved in the initiation, elongation and termination reactions of transcription, and it produces a nearly perfect inverse effect on the *white* eye color phenotype in *Drosophila* [12,20,21].

The common feature of these dosage-sensitivity modifiers is that they all act in macromolecular complexes. Similar phenomena have been found in other species, for example, abnormal copy number variation (CNV) of transcription factors and signal transduction components in human are usually associated with disease [23,24,25]. A heterozygous gene knockout study in yeast shows that the involvement of macromolecular complex is negatively correlated with fitness [26]. In the aspect of evolutionary genomics, during the deletion of duplicated genes following whole-genome duplications (WGD), those genes involved in macromolecular structural members and interactions tend to be retained for a relatively longer period [27,28,29,30]. The loss of one gene in the duplicate pairs is similar to aneuploidy effects and results in negative fitness, which is usually selected against [3,29,30]. By contrast, in segmental duplications on a small scale, the same classes of genes are often underrepresented [28,29,30,31]. These observations led to a synthetical hypothesis, the Gene Balance Hypothesis (GBH), to explain the mechanism of genomic imbalance [3,28,29].

The gene balance hypothesis suggests that changes in the stoichiometric relationships of macromolecular complex members will affect the assembly kinetics of the complex and ultimately influence the whole function [3,5,32]. This hypothesis has been modeled in some simple scenarios, although the reality may be more complex [32,33,34,35]. The large number of *white* regulators and the similarity to quantitative trait genetics suggest that any individual trait may be influenced by multiple regulatory genes [3,28,36]. Similarly, the increase or decrease of a specific chromosome segment or the changes of a key regulator may affect a variety of biological functions and characteristics [3,28,36]. The explanation is that these transcription factors and signaling components influence downstream regulators in a cascade of interactions, forming a complex hierarchical regulatory network driven by dosage-sensitive regulators [12,22,36].

Aneuploidy often seriously harms the growth and development of organisms [37,38], especially in animals, and is fatal in some cases, so it is more difficult to study the gene expression of aneuploidy. Due to the unique developmental characteristics and the superiority of chromosome aberration strains in *Drosophila melanogaster*, it opens up the possibility of studying aneuploid genomes. In this study, we analyzed two transcriptome high-throughput sequencing datasets of *Drosophila* aneuploidy (including autosomal aneuploidy and sex chromosome aneuploidy) from the GEO database [14,15], and investigated the gene expression characteristics of aneuploidy and the main biological functions of differentially expressed genes. We sought to identify the regulatory genes of aneuploid inverse dosage effects to uncover some key regulators in the hierarchical regulatory network of genomic imbalance. In addition, we also investigated the regulatory role of the classical inverse regulator *Inr-a* and explored its similarity to aneuploidy effects.

## 2. Material and Methods

### 2.1. Drosophila Stocks and Culture

The wild type and *Inr-a* duplication *Drosophila* used for RNA sequencing were cultured in our laboratory. All flies were cultured on cornmeal sucrose medium at 25 °C. The wild type samples were the third instar larva males collected from Canton S stock. The *Inr-a* duplication samples were obtained from crosses of *w[a]; Pcf11Dup/CyO GFP* males with Canton S females, and the progeny larvae without green fluorescence were selected. The *Inr-a* duplication *Drosophila* strain was constructed in a previous study [21].

### 2.2. RNA Extraction and Sequencing

There were two biological replicates in the control group and the *Inr-a* duplication group respectively, with 30 larvae in each replicate. RNA was extracted using TRIzol Reagent from Invitrogen (Thermo Fisher Scientific, Waltham, MA, USA) and processed using *DNase I*, *RNase-Free kit* from Thermo Scientific (Thermo Fisher Scientific, USA). The RNA sequencing was performed as described previously [39]. Briefly, quality detection and concentration measurement were performed on RNA samples, then RNA-Seq library was constructed. The sequencing was performed using Illumina HiSeq X-ten sequencers with the paired-end 150 bp protocol.

### 2.3. RNA Sequencing Analyses

The *Inr-a* data was from the output of Illumina RNA sequencing above. The trisomy 2L and metafemale data were obtained from the GEO database (GSE46354 and GSE41679). All raw data were trimmed and filtered using Trimmomatic (version 0.39) [40] to remove the adaptors and low-quality sequences. FastQC (version 0.11.9) was used to evaluate the quality of the data. Subsequently, transcripts were quantified using Salmon (version 1.4.0) [41]. To be specific, the *Drosophila* reference genome, reference transcriptome, and annotation (version 102) were downloaded from the Ensembl database (http://www.ensembl.org, accessed on 4 January 2021). An augmented hybrid fasta file was created using SalmonTools script. The quasi-type indexes were built with the parameter k-mers = 25 in aneuploidy data and k-mers = 31 in *Inr-a* data, due to the shorter length of reads in aneuploidy data. The transcripts were then quantified directly.

### 2.4. Differential Expression Analysis

Data was consolidated using tximport (version 1.18.0) [42] and imported into DESeq2 (version 1.30.1) [43]. Low expression transcripts were filtered out and differential expression analysis was performed using the parameter fitType = ‘local’. The differentially expressed genes were screened using the standard of padj < 0.05 and fold change >1.25 or <0.8 in the trisomy 2L and metafemale dataset for up- or down-regulation respectively. The density of significantly up-regulated or down-regulated genes along chromosomes were drawn using the R package RIdeogram (version 0.2.2) [44]. The heatmaps were plotted using ComplexHeatmap (version 2.6.2) [45,46].

### 2.5. Enrichment Analysis

Gene Ontology (GO) enrichment analysis, KEGG Pathway enrichment analysis and Gene Set Enrichment Analysis (GSEA) were performed using clusterProfiler (version 3.18.1) [47]. The GO annotations were provided by org.Dm.eg.db (version 3.12.0) and the KEGG database were obtained from online data (https://www.kegg.jp/, accessed on 22 April 2021) [48]. GSEA analysis used empirical Bayes shrunken log2 fold changes data with “apeglm” [49] method in DESeq2.

### 2.6. Protein–Protein Interaction (PPI) Network

PPI network analysis was conducted using STRING 11.0 (https://string-db.org/, accessed on 22 April 2021) [50]. Genes that are up-regulated or down-regulated in all trisomy groups were submitted to the online tool STRING to generate interaction networks. The networks were then imported into Cytoscape (version 3.7.1) [51]. The cytoHubba [52] plugin was used to obtain the degree of each node, and the MCODE [53] plugin was used to cluster the network with the default parameters.

### 2.7. Transcription Factor Analysis

Transcription factor enrichment analysis was performed using RcisTarget (version 1.10.0) [54] in R. The over-expressed TF-binding motifs of the upstream 5kb sequence of the selected down-regulated genes were analyzed using the database it provided. Then the possible regulatory transcription factors were searched based on these enriched motifs and screened by their expressions. The circular diagram of regulatory networks for candidate transcription factors were plotted using Circos (version 0.69.8) [55].

### 2.8. Ratio Distribution

The data from RNA sequencing was normalized to calculate CPM (counts per million). The ratio of the experimental group to the control group was averaged across biological replicates, and then the frequency distributions were plotted in bins of 0.05 using ggplot2 (version 3.3.3) [56]. The microarray data used in the ratio distribution plots and boxplots came from the GEO database (GSE53010 and GSE36736) without logarithm conversion.

### 2.9. Relative Quantitative PCR

The rest of the RNA produced in sequencing was used for RT-PCR. cDNA was synthesized using the *TransScript* one-step gDNA Removal and cDNA Synthesis SuperMix. The real-time PCR was performed using *TransScript* Tip Green qPCR SuperMix (+Dye II) with the primers listed in Table S1. The housekeeping gene *β-tubulin* served as an internal control. 2^−ΔΔCt^ method was used for relative quantitative calculation.

### 2.10. Data Availability

The sequencing data of *Inr-a* duplication *Drosophila* has been deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/, accession no. GSE180089) and the Sequence Read Archive (SRA) (https://www.ncbi.nlm.nih.gov/sra, accession no. SRP328302). The public data used in this study were downloaded from GSE46354, GSE41679, GSE53010 and GSE36736 (accessed on 4 January 2021). The public datasets GSE46354 and GSE41679 include the high-throughput transcriptome sequencing data of trisomies of the left arm of chromosome 2 (2L) and of the X chromosome in *Drosophila* respectively. The other two public datasets contain the expression microarray data of the overexpression or mutation of transcription factor genes in *Drosophila* respectively.

## 3. Results

### 3.1. Identification of Differentially Expressed Genes and Dosage Compensation

To identify the differentially expressed genes (DEGs) in aneuploid *Drosophila*, we downloaded the sequencing data from the public datasets GSE46354 and GSE41679, which respectively includes the RNA-seq data of trisomies of 2L and of the X chromosome in *Drosophila*. After downloading the raw data, Salmon was used for transcriptome quantitation, and R package DESeq2 was used for differential expression analysis. Since the complete dosage effect in trisomy tends to upregulate the genome approximately 1.5-fold in theory, DEGs were defined as adjusted *p*-value < 0.05 and fold change > 1.25 or < 0.8.

We found a large number of DEGs in trisomy compared with the normal diploid, especially in trisomy 2L more than in metafemales (Figure 1A–C). By observing the distribution of DEGs, we found that the up-regulated and down-regulated genes were widely distributed on each chromosome (Figure 1D–F), suggesting that aneuploidy has a wide range of effects on gene expression in the whole genome. Based on the density heatmaps of the DEGs, 30% of genes located on chromosome 2L exhibit up-regulation, while the expression of the remaining genes is not significantly up-regulated, indicating that dosage compensation occurs in 2L (Figure 1D,E). Gene expression changes also occur on autosomes other than 2L and the sex chromosomes, with both up-regulation and down-regulation. More down-regulated genes are found, indicating that aneuploidy modulates the gene expression not only on the varied chromosomes, but also on other chromosomes in trans. These modulations could be positively or negatively correlated with the changed chromosome dosage, but inverse correlations are the most common, which is an inverse dosage effect. And we found that the position distribution of DEGs in trisomy 2L female and male is very similar, suggesting that the regulation is not random, but specific. Furthermore, dosage compensation on the X chromosome and an inverse dosage effect on the autosomes can also be observed in metafemales (Figure 1F).

### 3.2. Common Differentially Expressed Genes and Enrichment Analysis

GO function and KEGG pathway enrichment analysis were performed for DEGs in three kinds of aneuploidy, respectively. We found that there are a large number of the same GO terms in biological process (Figure S1A). The commonly enriched functions include immune system progress, response to biotic stimulus, positive regulation of cell communication, cell morphogenesis involved in differentiation, post-embryonic animal morphogenesis and organ development, organic acids and carbohydrate metabolic process and so on, indicating that the influences are involved in immune system, cellular communication, differentiation and development, metabolic and other important processes, which is consistent with the phenomenon that aneuploidy affects the growth and development of organisms [37,38]. The enrichment analysis of molecular function and cellular component showed that the DEGs in two autosomal trisomies are enriched in more identical GO terms, while the DEGs in the triple X metafemale are enriched in different terms (Figure S1B,C). The significantly enriched pathways in aneuploidy *Drosophila* include glucose metabolism, lipid metabolism, lysosome, and so on (Figure S1D).

By obtaining the intersection of the up-regulated or down-regulated genes of three kinds of aneuploidy, 379 common up-regulated genes and 180 common down-regulated genes were found (Figure 2A,B). The principal component analysis (PCA) plot shows significant differences among each genotype, and the heatmap clearly separates the trisomy from the normal diploid (Figure 1G,H). To analyze the functions of these genes, we found that the up-regulated functions and pathways in aneuploidy were mainly concentrated in small molecule metabolism and generation of energy, supramolecular polymer, structural constituent of cuticle, sarcomere, etc. The functions of down-regulated genes include negative regulation of cell signaling, cell cycle regulation, response to stress, cell fate commitment, ubiquitin protein ligase binding, Notch signaling pathway, etc. (Figure 2C,D). Therefore, in aneuploidy, the genes affected by a dosage effect are mainly those related to the basic life activities of the cell, while the genes affected by inverse dosage effect are mostly those that play a crucial regulatory role in the regulation of signaling pathway, cell proliferation and differentiation, protein degradation and so on.

### 3.3. Protein Interaction Analysis of Common Differentially Expressed Genes

Using the online website String to analyze the protein interactions of the up- or down-regulated genes in aneuploidy, we found that the protein-protein interaction (PPI) network of commonly up-regulated genes contained 197 nodes and 694 edges (Figure S2A), which is large and complex, while the relatively sparse PPI network of common down-regulated genes contained 94 nodes and 209 edges (Figure S2B). The top 20 genes with the highest degrees in each network are listed, suggesting that they might play an important role in the overall regulatory network (Figure S2C,D). Subsequently, MCODE analysis was used to identify 10 clusters in the PPI network of common up-regulated genes, and the top two up-regulated clusters with the highest scores were displayed (Figure 3). The first and largest cluster contains 17 genes, whose functions are mainly involved in the generation of precursor metabolites and energy, cellular respiration and mitochondrial membrane. The second cluster contains 14 genes, whose functions are involved in the development of chitin-based cuticle development, muscle cell development and differentiation, and the formation of supramolecular polymers (Figure 3). The remaining eight up-regulated clusters functionally are similar to these top two clusters and are all involved in metabolic or supramolecular complexes. Five clusters have been identified in the PPI network of common down-regulated genes, with different functions, and the top four are displayed in Figure 3. The largest down-regulated cluster includes 12 genes, in charge of mitotic cell cycle process, regulation of cell cycle and microtubule cytoskeleton organization, showing the effect of aneuploidy on normal cell division cycle. The second down-regulated cluster is mainly associated with Notch signaling pathway, cell fate specification and commitment and ubiquitin protein ligase binding. The third down-regulated cluster is involved in a variety of developmental processes, including sex determination and the development of central nervous system, Malpighian tubule, digestive system and oenocyte. The fourth down-regulated cluster mainly involves ubiquitin mediated proteolysis. Therefore, down-regulated genes in clusters 2, 3, and 4 play an important regulatory role in cell life activities, and may act as hub genes to regulate the growth and development in aneuploidy.

### 3.4. Transcription Factor Analysis of Inverse Dosage Effect Genes

Indeed, it has been found that the influence of aneuploidy can be reduced to the action of single genes in *Drosophila* and the genes respond to dosage effects of aneuploidy usually include transcription factors (TFs), signal transduction components, and chromatin proteins [22]. The inverse dosage effect operates at the transcriptional level, and the promoter region plays a key role in this effect [12,17]. Therefore, to search for regulatory TFs in aneuploidy, we sought from the genes affected by inverse dosage effect. By enrichment analysis of TFs-binding motifs in the upstream 5 kb sequences of the common down-regulated DEGs in the trisomy, regulatory transcription factors with high confidence were selected through these over-represented motifs. We found 36 enriched transcription factors, among which the top 10 and their binding motif with the highest score were listed in Figure S3A. By comparing the expression of these transcription factors in trisomies and normal diploids, we found that *ac* was significantly down-regulated in all trisomies while *kay* was significantly up-regulated (Table 1; Figure S4A,B), suggesting that they may be key transcription factors that play a regulatory role in inverse dosage effect. They are modulated by aneuploidy, so something else affects them, but they could be involved in a cascade.

In addition, considering the differences in aneuploidy for the autosomes and the sex chromosome, as well as the differences between male and female, we also analyzed the genes that are affected by an inverse dosage effect in both trisomy 2L females and males, and in both trisomy 2L females and triple X metafemales (Figure S3B,C). Enriched transcription factors differentially expressed in both aneuploidies were identified as autosomal aneuploidy and female sexual specific regulators, respectively (Figure S4C–I). Nine transcription factors were finally screened out, and their information was listed in Table 1. The key transcription factors obtained from the three screening groups form a complex regulatory network with the predicted inverse dosage effect genes they regulate, where a single transcription factor regulates a large number of genes on different chromosomes (Figure 4A–C).

### 3.5. Validation of Candidate Transcription Factors in Public Database

To analyze whether the key transcription factors we identified act like inverse dosage regulators, that is, whether the overexpression or mutation of a single gene causes genome-wide inverse dosage effect similar to aneuploidy, we explored two related datasets from the GEO public database. The dataset GSE53010 includes expression microarray data of the overexpressed transcription factor *ac* in the notum of *Drosophila*, and the dataset GSE36736 includes microarray data of the mutation of *BEAF-32* gene in wing imaginal tissue of *Drosophila*. The ratio distribution can provide a whole genome-wide landscape of changes in gene expression, especially the subtle changes close to the control group, without being limited by the statistical power of small sample size [18]. The mean value of gene expression of mutant or overexpressed *Drosophila* were compared with controls, and these ratios were plotted with bins of 0.05. The *ac* gene is located on the X chromosome and we found that the major peaks are all located at the ratio of 1.00, which was drawn according to the autosome and sex chromosome, respectively (Figure 4D,E), suggesting that the expression of most genes did not change significantly. However, an obvious tailing is observed on the left of the main peak, but not on the right side, suggesting that the expression of some genes was decreased in *ac* overexpressed *Drosophila*. There is a shoulder peak at the ratio of 0.7 (Figure 4D,E), similar to the inverse dosage effect found in trisomy. And there is a minor peak at the ratio of 0.45 (Figure 4E), approaching to the double inverse dosage effect (2/3 × 2/3), which has also been previously reported [14]. At the same time, we also plotted the boxplots of gene expression ratio of each chromosome (Figure 4H,I). The median of gene expression ratios on four major autosomal arms are all lower than 1.0, while the median ratio on the X chromosome is slightly higher than 1.0, proving that the overexpression of *ac* on the X chromosome produced trans inverse dosage effect on the autosome. Different from other autosomes, the median ratio of chromosome 4 increases significantly, potentially due to its different evolutionary pathways and heterochromatin composition.

In the ratio distribution of mutation of *BEAF-32* on the chromosome 2R, the major peak shifts to the right as a whole centered at the ratio of 1.05–1.10 and is stronger on the X chromosome (Figure 4F,G), indicating that *BEAF-32* mutation leads to slight up-regulation of the overall gene expression. There is a shoulder peak near the ratio of 1.2 and 1.5 (Figure 4F,G), which represents a different level of up-regulation. In the boxplot, the median of gene expression ratio on most autosomes is higher than 1.0, and the increase on the X chromosome is even more pronounced, demonstrating the inverse dosage effect of *BEAF-32* mutations on the autosomes (Figure 4J,K). The median ratio of chromosome 4 decreases significantly, also different from other autosomes. Thus, gene expression tends to be down-regulated in *ac* overexpressed *Drosophila*, while up-regulated in *BEAF-32* mutation. It shows that the expression changes of two transcription factors we selected exert negative effects on a subset of the genome, similar to the previously described inverse regulators.

### 3.6. Inverse Regulator Inr-a/pcf11

The first trans-acting regulatory gene found in *Drosophila* was named *Inverse regulator-a* (*Inr-a*), synonymous with *pcf11* [20,21]. The study found that the heterozygote of *Inr-a* mutation increased the expression of *white* approximately about twofold, while the increase to three copies of the gene reduced the expression of *white* by about two-thirds [20,21]. However, the inverse regulation of the classical inverse regulator *Inr-a* has only been studied on a few genes, rather than explored on a genome-wide scale. Therefore, to explore whether there is similarity between the *Inr-a* mutation and trisomy, we performed RNA-sequencing and analyzed the transcriptome of *Drosophila* larvae with *Inr-a* duplicates on chromosome 2R and compared this three-copies of *Inr-a Drosophila* with autosomal trisomy. 

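RNA sequencing covered larvae of the Canton S wild type, with 2 copies of Inr-a, and larvae with 3 copies from the cross of Pcf11Dup males with Canton S females. The sample labels give both groups as male. There were 2 libraries per genotype, each from 30 larvae raised at 25 °C. The authors trimmed the reads with Trimmomatic, quantified transcripts with Salmon, normalized them to CPM, and deposited the mean CPM of each genotype and the ratio of these means for 30090 FlyBase transcripts. The counts of the single libraries were recovered from the deposited means. A CPM is a count divided by the total of its library, so each mean restricts the pair of whole counts behind it once both totals are known. The totals that fit the low values were 12558720 and 11304266 counts for wild type and 15423445 and 14084653 counts for the Inr-a duplication. Within each genotype the deeper library is called library A and the other library B. These names are not the replicate numbers of the study, which the recovered counts do not carry. Exactly 1 pair of whole counts gave the deposited mean for 99.4% of the wild type and 99.6% of the Inr-a duplication transcripts above 0, and every other transcript above 0 had several pairs. The 134 genes with such a transcript, which hold 39.6% of the wild type CPM and 40.0% of the Inr-a duplication CPM, were left out of the values per library and of the tests, while their ratio of means is unaffected. Transcripts were summed to 14028 genes by symbol and chromosome. Differential expression was tested with limma on the log2 of TMM-scaled CPM plus 0.5, over the 11534 genes that passed a filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05.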

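Inr-a appears in the deposited values under its synonym Pcf11 (FBgn0264962), with 7 transcripts, and lies on the reverse strand of chromosome 2R from 14860936 to 14871071 in BDGP6.54. Its counts were 758 and 656 in wild type libraries A and B, and 1285 and 1338 in Inr-a duplication libraries A and B. The mean was 59.2 ± 1.64 CPM (SD, n = 2) in wild type and 89.2 ± 8.26 CPM (SD, n = 2) in the Inr-a duplication, a ratio of 1.51. The log2 fold change was 0.62 (standard error 0.26), with an unadjusted p = 0.0244 and an adjusted p = 0.180 from limma. The difference thus did not pass the threshold over all genes tested. Ratios rose with transcript length in general, to an autosomal median of 1.27 in the longest of 4 groups of genes. The ratio of Inr-a was not corrected for this trend, so 1.51 may not be read as the effect of an added copy alone. Both Inr-a duplication libraries lay above both wild type libraries, and an exact permutation test of 2 libraries against 2 cannot give a p below 0.333. With each library left out in turn, the log2 fold change stayed between 0.57 and 0.65 and the adjusted p lay between 0.190 and 0.700.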

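Table S2 lists 13 genes, and the ratio of mean CPM in the Inr-a duplication to that in wild type was computed for each of them as the sum over its transcripts. It ranged from 0.759 for CG43773 to 1.75 for CG6293, and was above 1 for 8 genes and below 1 for 5. Counts per library could be recovered for 12 of the 13, the exception being Hsc70-4. For 6 of these 12 genes both Inr-a duplication libraries lay on one side of both wild type libraries, and for 3 the Inr-a duplication libraries lay on opposite sides of the wild type mean. None of the 12 passed an adjusted p of 0.05 in limma, either over all genes or adjusted over the list alone. The lowest unadjusted p was 0.0191, which became 0.164 over all genes and 0.229 over the list alone. With a library left out, the ratio of CG43773 was 0.467 without Inr-a duplication library B and 1.05 without library A, that of CG6293 was 1.36 without Inr-a duplication library B and 2.15 without library A, and that of Karl was 1.60 without wild type library B.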

Several randomly selected genes were used for RT-qPCR to verify the sequencing results (Tables S1 and S2). According to the gene expression ratio distribution plots of the autosomes and the X chromosome in *Drosophila* with an *Inr-a* duplication, the positions of the major peaks are all lower than 1.0, and locate at 0.8 (Figure 5A,B). These results indicate that the expression levels of a large number of genes in the *Inr-a* duplicated *Drosophila* are down-regulated, which is similar to inverse dosage effect in trisomy, but the down-regulated magnitude is less than 2/3, which might because the inverse dosage effect caused by the duplication of a single gene is not as strong as the whole chromosome arm.

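For the ratio distributions, genes were kept that had at least 10 counts summed over the 4 libraries and a wild type mean above 0, which left 10369 genes on the autosomes and 1990 on the X chromosome. In bins of 0.05, the fullest bin of the autosomes started at 0.8 and held 633 genes, and that of the X chromosome started at 0.7 and held 137 genes. With bins centred on multiples of 0.05, the fullest bin was centred on 0.8 for both, with 647 autosomal and 130 X-linked genes. Counting transcripts in place of genes also put the peak at 0.8, with 983 autosomal and 202 X-linked transcripts. Set against the wild type mean, Inr-a duplication library A alone had its fullest bin centred on 0.875 for the autosomes and 0.825 for the X chromosome, and library B alone on 0.725 and 0.675. The position of the peak also depended on the type of bin and on the direction of the ratio. In bins of 0.1 on the log2 scale, the fullest bin was centred on 0.966 for autosomal and 0.785 for X-linked genes. The ratio of wild type to the Inr-a duplication had its fullest bin centred on 0.975 for the autosomes and 1.025 for the X chromosome, and over transcripts on 0.9 and 0.75. Between the wild type libraries themselves, the autosomal peak lay at 0.925 for library A over library B and at 0.875 for library B over library A.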

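Of the autosomal genes, 50.4% had a ratio below 1, as did 53.1% of the X-linked genes. Among the 11534 genes tested with limma, 199 were higher and 58 were lower in the Inr-a duplication at an adjusted p below 0.05, and 1403 were higher and 995 lower at an unadjusted p below 0.05. With library size in place of TMM, 58 were higher and 17 lower at an adjusted p below 0.05, and the balance at an unadjusted p below 0.05 turned to 1076 higher and 1166 lower. The median log2 fold change of all genes tested was 0.02. CPM gives each library the same total, and TMM sets libraries to the level of their typical genes. A change common to all genes thus cannot show in these values. The median ratio of mean CPM was 2.86 among the genes that were higher and 0.412 among those that were lower. Both Inr-a duplication libraries lay above both wild type libraries for 27.0% of the genes and below both for 26.7%. If the libraries were interchangeable, 16.7% each would be the average share. Differences between libraries that many genes share, such as a trend with transcript length, can also raise these shares. The limma test on transcripts in place of genes, chosen after seeing the data, called 0 of 20105 transcripts, with 1350 higher and 933 lower at an unadjusted p below 0.05. Leaving out Inr-a duplication library A gave 570 higher and 506 lower genes, leaving out library B gave 102 and 36, and leaving out wild type library A gave 446 and 80. Of the 257 genes called with the 4 libraries, between 103 and 245 were called again with a library left out. From the position of the peaks below 1.0, the paper reasons that a large number of genes are down-regulated as in the inverse dosage effect of trisomy. For the smaller magnitude it proposes that duplication of a single gene acts less strongly than that of a whole chromosome arm.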

There is a shoulder peak near the ratio of 1.0 (Figure 5A,B), indicating that the expression of some genes was not affected by the *Inr-a* duplication. 

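In bins of 0.05 centred on 0.9, 0.95, 1 and 1.05, the autosomes held 585, 585, 549 and 477 genes, and the X chromosome held 100, 90, 109 and 73 genes. The ratio lay from 0.9 to below 1.1 for 2144 of 10369 autosomal genes (20.7%) and for 353 of 1990 X-linked genes (17.7%). For single libraries, this share of the autosomal genes was 25.4% and 19.5% for Inr-a duplication library A over wild type libraries A and B, and 15.2% and 15.5% for Inr-a duplication library B. It was 25.7% for wild type library A over library B and 24.3% for Inr-a duplication library A over library B. Between libraries of one genotype, too, most genes thus lay outside this range.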

In the corresponding boxplots, we can also observe the same trend that, with the exception of up-regulated median gene expression ratio on chromosome 4, the median gene expression ratio on all other chromosomes is down-regulated (Figure 5D,E). 

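The median ratio of genes was 0.996 on the autosomes together, 0.998 on 2L, 0.992 on 2R, 1.01 on 3L, 0.973 on 3R, 0.974 on X and 1.52 on chromosome 4. The medians rest on 10369 autosomal genes, 1990 X-linked genes and 81 genes of chromosome 4. Because CPM gives each library the same total, they cannot show a change common to all genes. For Inr-a duplication library A alone against the wild type mean, the median was 0.931 on the autosomes, 0.919 on X and 1.10 on chromosome 4. For library B alone it was 1.04 on the autosomes, 1.00 on X and 1.95 on chromosome 4, so the libraries lay on opposite sides of 1 on the autosomes. Computed over the deposited transcripts with a ratio of at most 3, a limit chosen after seeing the data, the median was 0.94 on the autosomes, 0.894 on X and 1.36 on chromosome 4. Other settings on transcripts, chosen at the same time, gave higher medians on the autosomes and X: 0.969 and 0.932 over every finite ratio, 0.990 and 0.962 over ratios above the inverse of 3 and below 3, 1.00 and 0.981 over finite ratios above 0, and 1.02 and 1.01 when transcripts at 0 in wild type only were counted as the highest ratios. TMM scaling of the CPM gave 1.02 on the autosomes. In a competitive set test on the log2 fold changes (camera in limma, with a preset correlation between genes of 0.01), the 77 tested genes of chromosome 4 lay above the other genes, with a median log2 fold change of 0.56 and an adjusted p = 2.09e-09. The other chromosome arms had an adjusted p = 0.977 each. The result for chromosome 4 was past the threshold with each library left out in turn, but not with fry (adjusted p = 0.303) or with the correlation between genes estimated from the data (adjusted p = 0.879). Without Inr-a duplication library B, the median log2 fold change of chromosome 4 was 0.26 and the adjusted p = 0.00383 in camera.

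**Figure D1:**
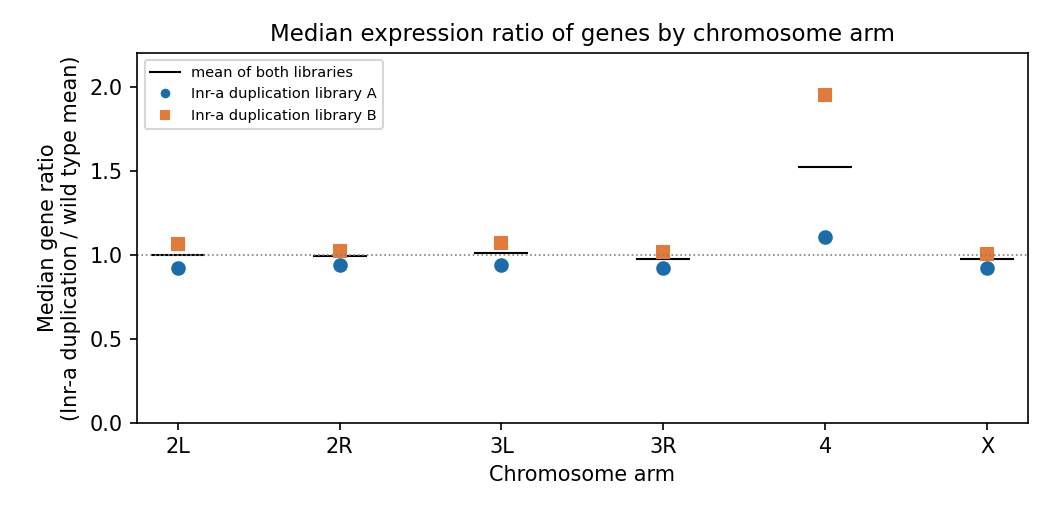
Median over genes of the expression ratio of the Inr-a duplication to the wild type mean, by chromosome arm. Points are the 2 Inr-a duplication libraries and bars their mean against wild type; chromosome 4 lies at 1.10 in library A and at 1.95 in library B.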

The clustering heatmap of the common DEGs of the *Inr-a* duplication males and trisomy 2L males shows a high degree of consistency within each genotype (Figure 5C). These genes are divided into four groups by unsupervised clustering. 

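The comparison with trisomy 2L was not analysed here, so the consistency within each genotype was computed for the wild type and Inr-a duplication libraries alone. Across the 257 differentially expressed genes, Pearson's r of the log2 of CPM plus 0.5 was 0.966 between the wild type libraries and 0.902 between the Inr-a duplication libraries, and between 0.681 and 0.768 for pairs of different genotype. These genes were selected for a difference that is large against the spread within genotypes, so a high correlation within genotypes follows in part from the selection. Across all 11534 genes tested, the same correlations were 0.973 and 0.972 within genotypes and between 0.931 and 0.969 for pairs of different genotype. The correlations are across genes, which are not independent replicates.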

The majority of genes are commonly up-regulated or down-regulated in both *Inr-a* and trisomy 2L, and less than half of the genes are regulated in different directions in *Inr-a* and trisomy 2L, respectively. The genes significantly up-regulated in *Inr-a* duplication are significantly enriched in the up-regulated genes of trisomy 2L (Fisher’s exact test *p*-value = 6.29 × 10^−18^) (Figure 5F), and the genes significantly down-regulated in *Inr-a* duplication are also significantly enriched in the down-regulated genes of trisomy 2L (Fisher’s exact test *p*-value = 1.12 × 10^−37^) (Figure 5G), demonstrating that the regulation of gene expression caused by *Inr-a* duplication is similar to the aneuploidy effect caused by trisomy. Thus, single dosage-sensitive regulator, *Inr-a*, has an extensive inverse dosage effect on a subset of the genome, not limited on the *white* locus, indicating that the function of the trans-acting single genes is universal.

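The genes of trisomy 2L were not analysed here, and the values below are those of the Inr-a duplication against wild type. Of the 5 genes with the largest rise, Lcp65Ab2 had 0 and 23 counts in wild type libraries A and B, and 1268 and 2133 in Inr-a duplication libraries A and B, with a log2 fold change of 6.66 (standard error 0.46, adjusted p = 7.15e-10 from limma). Its neighbour Lcp65Ab1 is a close paralog, and the mean CPM of the pair together rose by a ratio of 7.75. CG13560 rose from a mean of 0.615 to 65.6 CPM, Mdr50 from 2.69 to 46.5 CPM and CG3984 from 0.407 to 11.6 CPM. CG9279 had 0 counts in both wild type libraries and 97 and 58 in the Inr-a duplication, at least 41.4-fold higher against a floor of 3 counts over the wild type libraries. The adjusted p of these genes was at most 7.68e-06 in limma. The 5 genes with the largest fall were Hsp70Ab, Hsp70Bc, Hsp70Bbb, Hsp70Bb and CG13245. The Hsp70 genes are close paralogs, so their sum was taken as well. Over 6 Hsp70 genes it fell from 2034 to 132 CPM, a ratio of 0.0649. CG13245 had 32 and 31 counts in wild type and 0 in both Inr-a duplication libraries, at least 26.0-fold lower against the same floor over the Inr-a duplication libraries, with an adjusted p = 0.000486 from limma. Without wild type library A or B the limit for CG9279 was 19.6-fold or 21.8-fold, and without Inr-a duplication library A or B that for CG13245 was 12.4-fold or 13.6-fold. Each of these 10 genes had an adjusted p below 0.05 in limma under the 13 alternatives at the level of genes, while none of their transcripts did in the test on transcripts.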

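The white gene (w, FBgn0003996) lies on the reverse strand of the X chromosome from 2790599 to 2796466 in BDGP6.54. It had 1103 and 953 counts in wild type libraries A and B and 1236 and 827 counts in Inr-a duplication libraries A and B. The mean was 86.1 ± 2.49 CPM (SD, n = 2) in wild type and 69.4 ± 15.1 CPM (SD, n = 2) in the Inr-a duplication, a ratio of 0.807. The log2 fold change was -0.29 (standard error 0.27, adjusted p = 0.547 from limma). The size of the change rests on library B of the Inr-a duplication. Without Inr-a duplication library B the log2 fold change was -0.0006, and without Inr-a duplication library A it was -0.61, with an adjusted p = 0.196 as the lowest with any library left out.

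**Figure D2:**
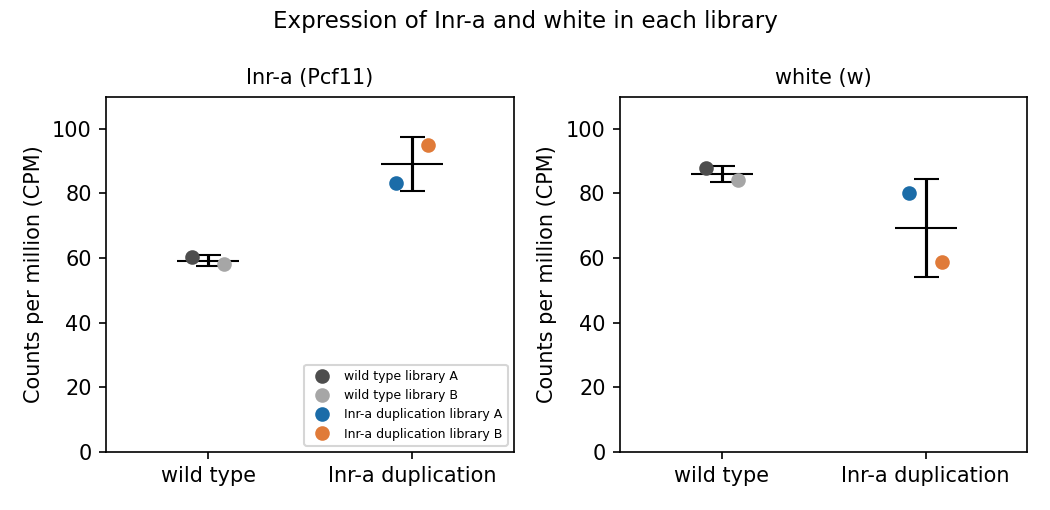
CPM of Inr-a (Pcf11) and white (w) in each library of wild type and the Inr-a duplication. Points are single libraries, and the bars give the mean and the SD of the 2 libraries of a genotype; for white, library A of the Inr-a duplication lies near wild type and library B below it.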

## 4. Discussion

Aneuploidy variation can seriously affect the development and viability of organisms and is usually more harmful than euploidy variation. This phenomenon and its mechanism are summarized as the Gene Balance Hypothesis [3,28,29,37,38,57]. Many studies have found that the addition or deletion of a large chromosome segment or entire chromosome in the karyotype can lead to genomic imbalance and affect gene expression across the genome, not only the varied chromosome. This effect is usually inversely related to the changes of chromosome numbers, and is known as the inverse dosage effect [5,6,7]. Several recent studies have examined the inverse dosage effect of aneuploidy in a variety of species in detail, such as maize, Arabidopsis and fruit flies [6,7,14,15,58,59]. These studies used several different transcriptome analysis methods all to avoid the artifacts of normalizing the measurements of varied chromosomes to the remaining parts of the genome [12,18], and were further validated at the phenotypic or absolute expression levels. In our analysis of autosomal and sex chromosome aneuploidy *Drosophila*, inverse dosage effect and dosage compensation are also observed through the distribution of differentially expressed genes on chromosomes (Figure 1D–F), which is consistent with the analysis of ratio distributions in previous studies [14,15].

The prevalence of inverse dosage effect in aneuploidy provides a possible explanation for the mechanism of dosage compensation. As early as forty years ago, studies on the subdivision of aneuploid chromosome found that dosage changes in a small region surrounding structural genes would exhibit direct gene dosage effect, while dosage changes in another large region on the same chromosome would produce inverse regulation [16,17]. The combination of these observations suggests that dosage compensation occurs because the genes located on the varied chromosomes are regulated by both structural gene dosage effect and inverse dosage effect, and these two reactions cancel each other [3,5,11].

The classic case of dosage compensation is the heterogamous individuals in the organisms whose sex determination rely on sex chromosomes. For example, the single X chromosome in male *Drosophila* is over-activated in order to balance the double dosage in females. Early studies have suggested that there are male-specific lethal (MSL) complexes specifically enriched on the X chromosome in males, which mediates the two-fold activation of the X chromosome [12,60]. MSL2, the subunit of MSL complex, mediates the assembly of the whole complex and does not exist in females due to the inhibition by SXL (Sex Lethal). The subunit MOF specifically acetylates histone H4K16, which is considered to be a marker of transcriptional activation [61,62]. Evidence that the MSL complex directly causes dosage compensation in *Drosophila*, such as male-specific lethal gene mutations reduce the expression of X chromosome relative to autosomal expression, assume that autosomal expression remains unchanged [63,64], possibly causing artifacts. However, when the absolute expression level or phenotypes were observed later, no loss of X chromosome dosage compensation was observed, but autosomal expression was increased [61,65,66]. In addition, targeting MOF to reporter genes in yeast resulted in an approximately 10-fold increase in expression that was far greater than the regulation of dosage compensation in *Drosophila* [67]. In another study, acetylation levels of the MOF-targeted reporter genes were increased in both male and female *Drosophila*, but the expression was increased only in females, but not in males with a completely assembled MSL complex [39]. This suggests that the MSL complex may cause a constraining activity that counteracts the effect of histone hyperacetylation on gene expression [68].

There is increasing evidence that the effective modulation magnitude of dosage compensation is not achieved through a single mechanism, but through a complicated integration of activation and inhibition [1,36,39]. Considering the universality of inverse dosage effect in aneuploidy, an explanation is proposed. The imbalance of the single X chromosome relative to the rest of the genome in male *Drosophila* results in extensive inverse dosage effects to increase the expression level of the whole genome. Unlike aneuploidy caused by chromosomal abnormalities, sex chromosome monosome is emerged over a long period of evolution, so there must be some mechanism that inhibits the harm of genomic imbalance caused by aneuploidy. To avoid autosomal activation in trans, the MSL complex may have evolved the role of isolating histone modifiers such as MOF on the X chromosome [12,14,15,36,39]. As the Y chromosome degenerated and the hemizygous region expanded, the X chromosome accumulated more and more histone modifiers than it needs to compensate. Therefore, an inhibitory activity associated with the MSL complex evolved to prevent overexpression of the X chromosome and provide the appropriate level of regulation to achieve dosage compensation [12,14,15,36,39].

In various studies, common characteristics of aneuploidy driven by genomic imbalance have been identified, such as altered metabolism, lower viability, genomic instability, and altered proteostasis [57,69,70]. In this study, we found that a number of metabolic processes in *Drosophila* are affected by aneuploidy states, such as organic acid and carbohydrate metabolic process. Most of these metabolic functions are significantly enriched in up-regulated DEGs (Figure 2D; Figure S1), which is consistent with previous reports that aneuploidy requires more carbohydrates or energy [57,70]. It is suggested that metabolic disorder may be the direct physiological cause of aneuploidy variation that harms the survival of cells or organisms. In addition, we observed that cell cycle regulation, mitosis and other related terms are significantly enriched in down-regulated DEGs, and form the largest down-regulated cluster (Figure 2D and Figure 3). The abnormal number of chromosomes will affect the division and proliferation of cells, which is expected, since the normal separation of chromosomes depends on the symmetry of two copies. This effect has also been demonstrated in other studies, such as G1 delay in aneuploidy yeast and proliferation defects of mammalian aneuploidy cells [57,70,71].

Aneuploidy is a common feature of cancer, with data showing that more than 90% of solid tumors in humans contain aneuploidy [72,73]. Although the causal relationship between aneuploidy and tumors is uncertain at present, studies have found that aneuploid cells with genomic instability may even exhibit the ability to proliferate indefinitely, similar to cancerous cells [70,74,75]. A recent study found that induction of Notch signaling in polyploid cells leads to malignant proliferation, loss of cell polarity, and further development into tumors with high genomic instability [76]. Interestingly, our study shows that genes associated with the Notch signaling pathway are abnormally expressed in aneuploidy *Drosophila* (Figure 2D and Figure 3), suggesting a close association between aneuploidy and tumor formation. We also found that aneuploidy states affect cell fate commitment and determination, and influence the development of multiple organs and systems (Figure 2D and Figure 3), which is consistent with the fact that aneuploidy variation usually severely affects the growth and development of organisms [37,38]. Protein stability in aneuploidy cells is also affected, possibly because aneuploidy interferes with protein synthesis and alters sensitivity to protein folding, leading to protein degradation [57,69]. We found that aberrantly expressed genes in *Drosophila* aneuploidy enriched the function of protein ubiquitination (Figure 2D and Figure 3), revealing that aneuploidy may affect protein degradation by regulating the ubiquitination process.

Some details of the regulation of aneuploidy have also been identified. The magnitude of the modulation of gene expression in aneuploidy is positively correlated with the degree of genomic imbalance, that is, the effect of dosage is progressive [7,59]. In general, modulation in aneuploidy is more spread than in a ploidy series [6,59]. The expression level of cis genes usually ranges from dosage compensation to gene dosage effect, and the most common regulation of trans genes is inverse dosage effect [7,58,59]. The regulation mechanism of cis genes affected by dosage compensation and trans genes affected by inverse dosage effect are related, and they share the same molecular basis [58,59]. Genes of different functional classes show different responses to aneuploidy. Transcription factors, signal transduction components, and organelle targeted protein genes are more tightly inversely affected, and transcription factors and their targets showed considerable discordance [6,7,59]. This suggests that altered regulatory stoichiometry is the main cause of genetic imbalance. In addition, evidence from evolutionary genomics, gene copy number variation, and quantitative trait similarity all indicate that stoichiometry of gene regulation plays a potential role in aneuploidy genetic balance [3,22,23,24,25,26,27,28,29,30,31].

The study of *Drosophila* dosage sensitive modifiers for *white* eye color gene phenotypes found that, the effect of aneuploidy on gene expression can be reduced to the action of single genes, which are typically components of macromolecular complexes and multicomponent interactions [12,19,20,21,22]. The first trans-acting modifier *Inr-a* was found to have a precise inverse effect on the expression of the *white* gene [20,21]. In our study, we demonstrated that the dosage changes of inverse regulator *Inr-a* can mimic the effects of aneuploidy across the whole transcriptome. The increase of *Inr-a* copy number could induce a broad inverse dosage effect on gene expression throughout the whole genome, and this effect is similar to the modulation of trisomy 2L, but the magnitude is slightly less (Figure 5). These results indicate that the effect in aneuploidy is the result of a series of dosage-sensitive regulators as members of the macromolecular complexes, which together constitute the complicated hierarchy of gene expression regulation network.

In order to find the key regulatory genes in the genomic imbalanced hierarchical regulatory network, we focused on the typical types of macromolecular complexes and looked for some transcription factors that might contribute to inverse dosage effect in aneuploidy. *ac* (*achaete*) is a basic helix-loop-helix (bHLH) transcription factor, usually formed in complex with *sc* (*scute*), which controls the development of the dorsal plate and setae in *Drosophila* and is thought to be involved in the development of the nervous system and sensory organs [77,78]. In these processes, *ac* interacts with the Notch signaling pathway [79,80]. Through the analysis of gene expression microarray data of *ac* overexpressed *Drosophila* in the public database, we found that the overexpression of *ac* results in down-regulation of many genes (Figure 4D,E), similar to the influence of inverse dosage effect, indicating that *ac* may play an important regulatory role in aneuploidy as a dosage-sensitive regulator. *BEAF-32* (*boundary element-associated factor of 32kD*) is a DNA binding protein that can bind scs boundary element of *hsp70* and hundreds of other sites on *Drosophila* chromosomes [81,82]. Boundary elements or chromatin insulators can isolate chromosomal regions into functionally independent parts by blocking the interactions of promiscuous promoters or enhancers [81,82]. In addition to the function of chromatin organization, *BEAF-32* also regulates cell cycle genes by controlling H3K9 methylation [83]. In the *BEAF-32* mutant *Drosophila*, we found that the gene expression level of a subset of the transcriptome is slightly up-regulated (Figure 4F,G), suggesting that the reduced expression of *BEAF-32* may produce inverse modulation.

Several other potential aneuploidy dosage-sensitive regulatory genes play important roles in a variety of biological processes. *kay*, also known as *Fos* or *AP-1*, is related to *Drosophila* compound eye development, dendrite morphogenesis, embryo development, and cell cycle regulation [84,85,86,87,88]. *Jra* is a homologue of the mammalian transcription factor *Jun*. Both *Jra* and *kay* are basic region-leucine zipper (bZIP) transcription factors and interact with each other [84,89]. *Jra* plays a role in embryonic development, morphogenesis, neuronal development and plasticity in *Drosophila* [89,90,91]. *crp*, also known as *AP-4*, acts on muscle development and cellular branching of the terminal cells at the ends of tracheal tubes [92,93]. Moreover, as a downstream target gene of *Myc*, *crp* can promote the growth of cell and organ, affect cell cycle and survival of organisms [93,94]. The transcription factor *BtbVII* is thought to play a role in embryonic and larval development of *Drosophila*. *CG3328*, expressed in embryonic and larval garland cells, is the orthologous gene of human gene *MYRF* (*myelin regulatory factor*), regulating myelination process [95].

Another possible inverse regulator *pnr* is a GATA factor, which activates the achaete-scute (ac-sc) complex and plays a role in nervous system development [96,97,98]. It was found that *pnr*-driven neural development requires the involvement of chromatin remodeling factor *Iswi* [98,99], and *Iswi* may have the activity of inhibiting gene overexpression in *Drosophila* dosage compensation [12,99]. *ci*, homologous with *Gli*, is an effective transcription factor of Hedgehog (Hh) signal transduction pathway, which is necessary for the pattern formation, morphogenetic and growth control of early development in *Drosophila* [100,101,102]. *ci* can form full-length transcription activator in the presence of *hh* (hedgehog) and truncated repressor in the absence of *hh* [103]. It is worth noting that *hh* is one of the 47 trans-acting modifiers previously identified in *Drosophila* [22], and thus it is speculated that transcription factor *ci* may be a member of *hh* regulatory pathway in aneuploidy.

Besides transcription factors, two other typical macromolecular complexes, signal transduction components and chromatin proteins, are also analyzed [22]. GSEA analysis of the genes contained in the relevant GO terms in aneuploidy revealed that the significant changes included the G-protein-related second messenger signaling pathway, Toll signaling pathway, Notch signaling pathway, etc. In addition, chromatin assembly or disassembly related genes tended to be down-regulated in all three kinds of aneuploidy (Figure S5).

In summary, we analyzed transcriptome sequencing data of autosomal aneuploidy and sex chromosome aneuploidy in *Drosophila* and observed dosage compensation in the varied chromosomes and a genome-wide inverse dosage effect. Based on the characteristics of differentially expressed genes, we found that genomic imbalance affects cell proliferation and differentiation, protein stability, as well as Notch and other signaling pathways, interferes with many physiological metabolic processes, and ultimately influences the growth, development and survival of organisms. In search of the regulatory genes of aneuploid inverse dosage effect, we analyzed the transcription factors and other macromolecular complexes, and predicted nine possible regulators that may play important roles in the regulation network of genomic imbalance. They have indispensable functions in the early development, morphogenesis, cell cycle, and nervous system of *Drosophila*. In addition, we analyzed the expression profiles of two transcription factors, *ac* and *BEAF-32*, mutation or overexpression *Drosophila*, and found that mutation of candidate regulatory genes would lead to the tendency of up-regulation across the genome, while overexpression showed an opposite trend, that is to produce an inverse effect. We also studied a classical inverse modifier, *Inr-a*, whose increase in dosage produces inverse dosage effect across the transcriptome and is similar to the trisomy of chromosome 2 left arm. Therefore, this study highlights the existence of dosage compensation in aneuploidy, which is realized through widespread inverse dosage effects, and the mechanism is that the altered stoichiometric relationship of multi-subunit complex members caused by genomic imbalance ultimately affects the overall function. The candidate aneuploidy regulatory genes and related pathways need to be further studied, and the study of dosage-sensitive regulators will help to further understand the regulation mechanism of gene expression in aneuploidy.

## Figures and Tables

**Figure 1:**
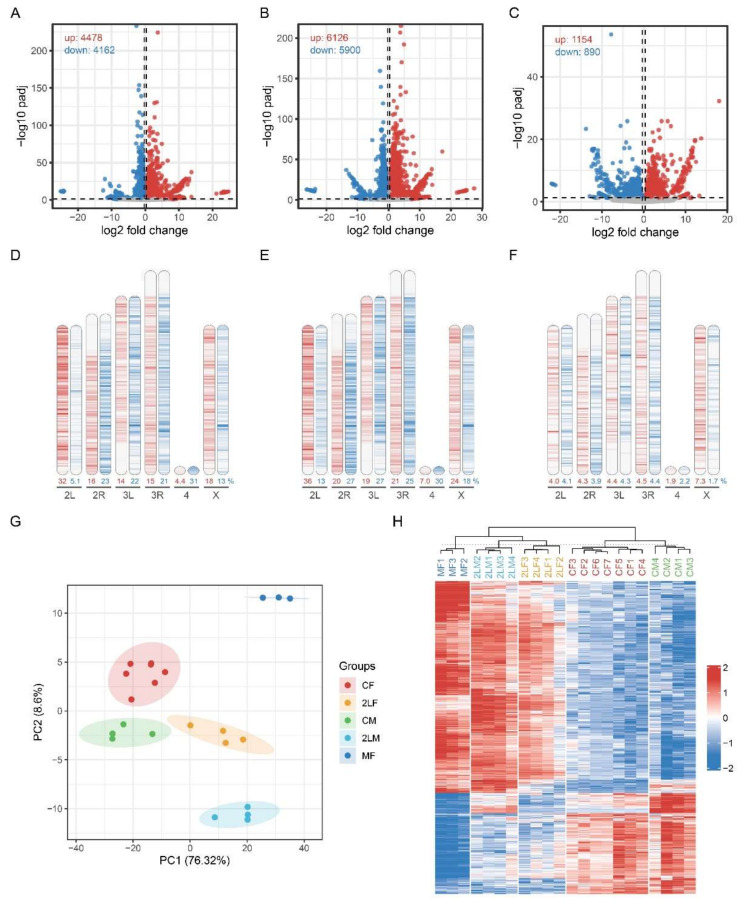
Overview of the differentially expressed genes (DEGs) in three kinds of aneuploidy. (**A**–**C**) Volcano plots of DEGs in trisomy 2L female (**A**), trisomy 2L male (**B**) and metafemale (**C**) compared with normal diploid of the corresponding sex. DEGs are defined as adjusted *p*-value < 0.05 and fold change >1.25 or <0.8. (**D**–**F**) Density heatmaps of the distribution of DEGs along *Drosophila* chromosomes in trisomy 2L female (**D**), trisomy 2L male (**E**) and metafemale (**F**). The red bands represent up-regulated genes, and the blue bands represent down-regulated genes. The darker colors show a greater density of DEGs. The number below the chromosomes indicates the percentage of up- or down-regulated genes in the total number of genes in this chromosome. (**G**) Principal component analysis (PCA) plot of all aneuploidy samples and control groups. The circles represent 95% confidence intervals. (**H**) Heatmap of all aneuploidy samples and control groups. CF, wildtype female control; CM, wildtype male control; 2LF, trisomy 2L female; 2LM, trisomy 2L male; MF, metafemale.

**Figure 2:**
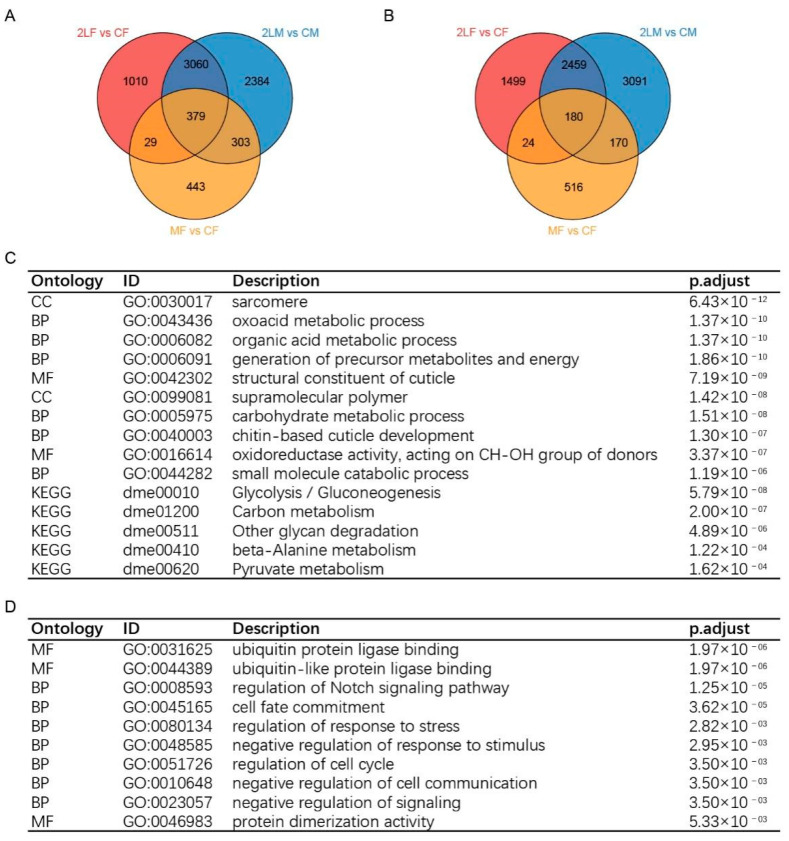
Common up-regulated or down-regulated differentially expressed genes in three kinds of aneuploidy. (**A**,**B**) Venn diagrams show the number of up-regulated (**A**) or down-regulated (**B**) DEGs in each comparison. CF, wildtype female control; CM, wildtype male control; 2LF, trisomy 2L female; 2LM, trisomy 2L male; MF, metafemale. (**C**) Top 10 enriched GO terms and top 5 enriched pathways of common up-regulated DEGs in all trisomies. (**D**) Top 10 enriched GO terms of common down-regulated DEGs in all trisomies.

**Figure 3:**
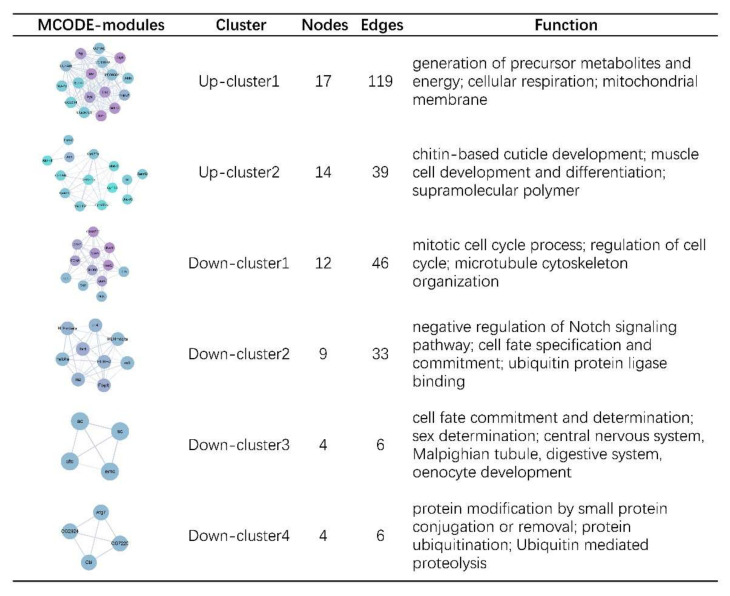
The MCODE-modules of protein-protein interaction (PPI) networks of common up- or down-regulated DEGs. The top two up-regulated modules and top four down-regulated modules with unique functions are displayed. The number of nodes and edges, and the significant functions for each module are listed. The purple nodes have a higher degree of connection in the whole networks.

**Figure 4:**
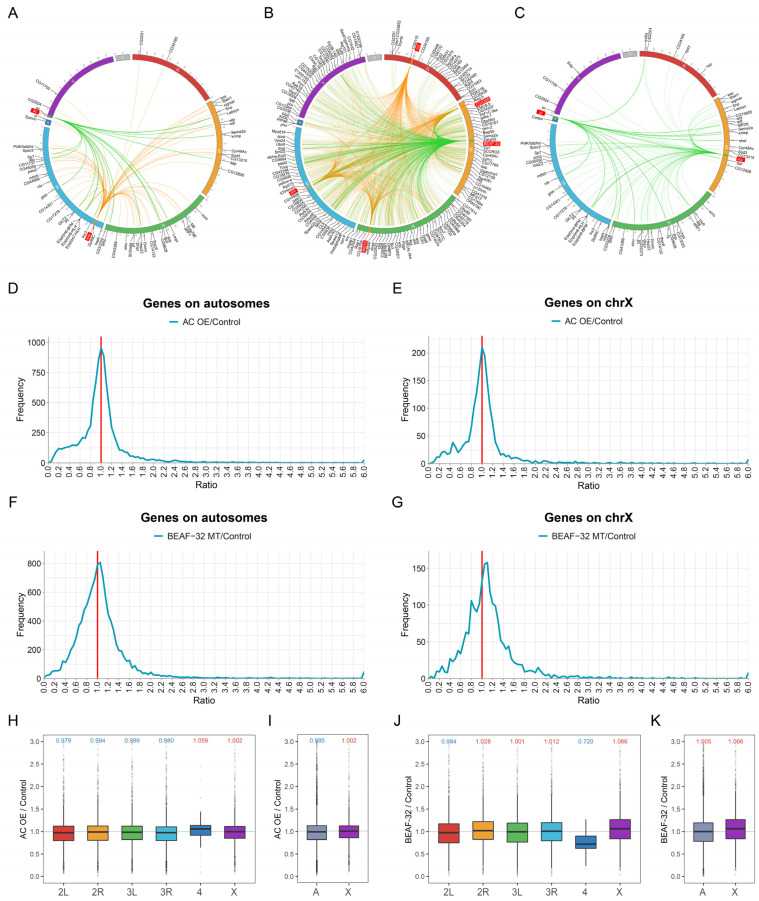
Modulation of gene expression by candidate transcription factors. (**A**–**C**) The circular plots show the target gene networks of candidate TFs in all trisomies (**A**), trisomy 2L females and males (**B**) and trisomy females (**C**). The green lines indicate that the expression of this TF is down-regulated in trisomies, and the yellow lines indicate that the expression of this TF is up-regulated in trisomies. Candidate TFs are labeled with red rectangles. Target genes are partially listed on the periphery of the chromosomes. (**D**,**E**) Ratio distributions of gene expression in TF *ac* overexpression *Drosophila* compared with control group. (**F**,**G**) Ratio distributions in TF *BEAF-32* mutation *Drosophila* compared with control group. Genes are divided into autosomes (**D**,**F**) and X chromosome (**E**,**G**) according to their positions. The X-axis indicates the ratio of expression, and the Y-axis indicates the frequency of the ratios that fall into each bin of 0.05. The red solid line represents the ratio of 1.00 which means no change in gene expression. (**H**,**I**) Boxplots of ratios in *ac* overexpression *Drosophila* compared with control group. Genes are divided into each chromosome (**H**) or autosome and sex chromosome (**I**) according to their positions. (**J**,**K**) Boxplots of ratios in *BEAF-32* mutation *Drosophila* compared with control group. Genes are divided into each chromosome (**J**) or autosome and sex chromosome (**K**) according to their positions. The gray solid line represents the ratio of 1.00 which means no change in gene expression. The numbers at the top of the boxplots indicate the median, blue represents down-regulation and red represents up-regulation.

**Figure 5:**
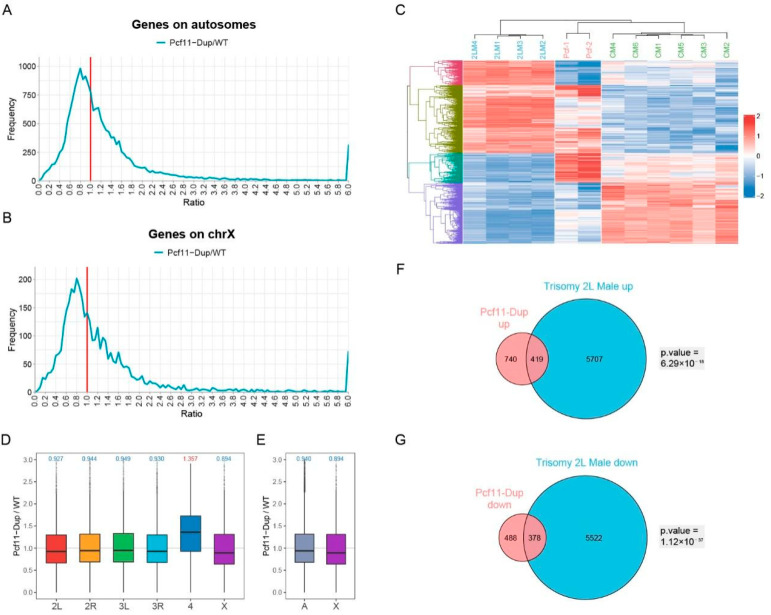
Effect of inverse regulator *Inr-a/pcf11* on global gene expression. (**A**,**B**) Ratio distributions of *Inr-a* duplication male compared with wildtype male. Genes are divided into autosomes (**A**) and X chromosome (**B**) according to their positions. The X-axis indicates the ratio of expression, and the Y-axis indicates the frequency of the ratios that fall into each bin of 0.05. The red solid line represents the ratio of 1.00 which means no change in gene expression. (**C**) Heatmap of common differentially expressed genes in *Inr-a* duplication male and trisomy 2L male compared with wildtype male. CM, wildtype male control; 2LM, trisomy 2L male; Pcf, *Inr-a* duplication male. (**D**,**E**) Boxplots of ratios in *Inr-a* duplication male compared with wildtype male. Genes are divided into each chromosome (**D**) or autosome and sex chromosome (**E**) according to their positions. The numbers at the top of the boxplots indicate the median, blue represents down-regulation and red represents up-regulation. (**F**,**G**) Venn diagrams show the number of up-regulated (**F**) or down-regulated (**G**) genes in *Inr-a* duplication male and trisomy 2L male. DEGs are defined as adjusted *p*-value < 0.05 and fold change >1.25 or <0.8 in trisomy 2L male, and adjusted *p*-value < 0.05 in *Inr-a* duplication male. Fisher’s exact test *p* values are shown beside the Venn diagrams.

**Table 1:** Transcription factors expression in various aneuploids.

Groups	Enriched TF	TF Location	Function	2LFvsCF	2LMvsCM	MFvsCF
All trisomy	*ac*	X	BHLH transcription factor; interacts antagonistically with the Notch signaling pathway; nervous system development	down	down	down
All trisomy	*kay*	3R	involved in multiple biological processes	up	up	up
Trisomy 2L	*BEAF-32*	2R	chromatin domain insulator function, gene regulation and genome organization	down	down	normal
Trisomy 2L	*BtbVII*	3L	embryonic/larval nervous system; extended germ band embryo	up	up	normal
Trisomy 2L	*CG3328*	2R	embryonic/larval garland cell; orthologous to human *MYRF* (myelin regulatory factor)	up	up	normal
Trisomy 2L	*crp*	2L	controls cellular branching of the terminal cells at the ends of tracheal tubes; a downstream target gene of *Myc*	up	up	normal
Trisomy 2L	*pnr*	3R	an activator of proneural achaete-scute complex genes; dorsal cell fate determination; nervous system development	up	up	normal
Trisomy female	*ci*	4	Zn-finger family TF; Hedgehog (Hh) signaling pathway; pattern formation and growth control; activator form needs *hh*	down	down	down
Trisomy female	*Jra*	2R	homologue of the mammalian transcription factor *Jun*; pleiotropic roles in the CNS; regulated by *bsk*	down	normal	down

Transcription factors are obtained from enrichment analysis of TF-binding motifs. This table lists the comparison groups, the TFs, the chromosomes that TFs located, the functions of candidate TFs, and the expression changes of the TFs in three kinds of aneuploidy.

## Data Availability

The sequencing data of *Inr-a* duplication *Drosophila* has been deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/, accession no. GSE180089, accessed on 11 August 2021) and the Sequence Read Archive (SRA) (https://www.ncbi.nlm.nih.gov/sra, accession no. SRP328302, accessed on 11 August 2021). The public data used in this study were downloaded from GSE46354, GSE41679, GSE53010 and GSE36736.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12101606/s1, Figure S1: GO and KEGG enrichment analysis of differentially expressed genes in three kinds of aneuploidy. Figure S2: Protein-protein interaction (PPI) networks of the common differentially expressed genes. Figure S3: Enrichment analysis of transcription factors for down-regulated genes in different aneuploidy groups. Figure S4: Gene expression of candidate transcription factors. Figure S5: Gene set enrichment analysis (GSEA) of signal transduction components and chromatin proteins. Table S1: Primers used in RT-PCR. Table S2: Validation of RNA-sequencing using relative quantitative PCR.

# Supplementary material for: Modulation of Global Gene Expression by Aneuploidy and CNV of Dosage Sensitive Regulatory Genes
**Source:** Genes (Basel). 2021 Oct 12;12(10):1606. doi: 10.3390/genes12101606
**Supplement:** Supplementary file 1

# Supplementary Material

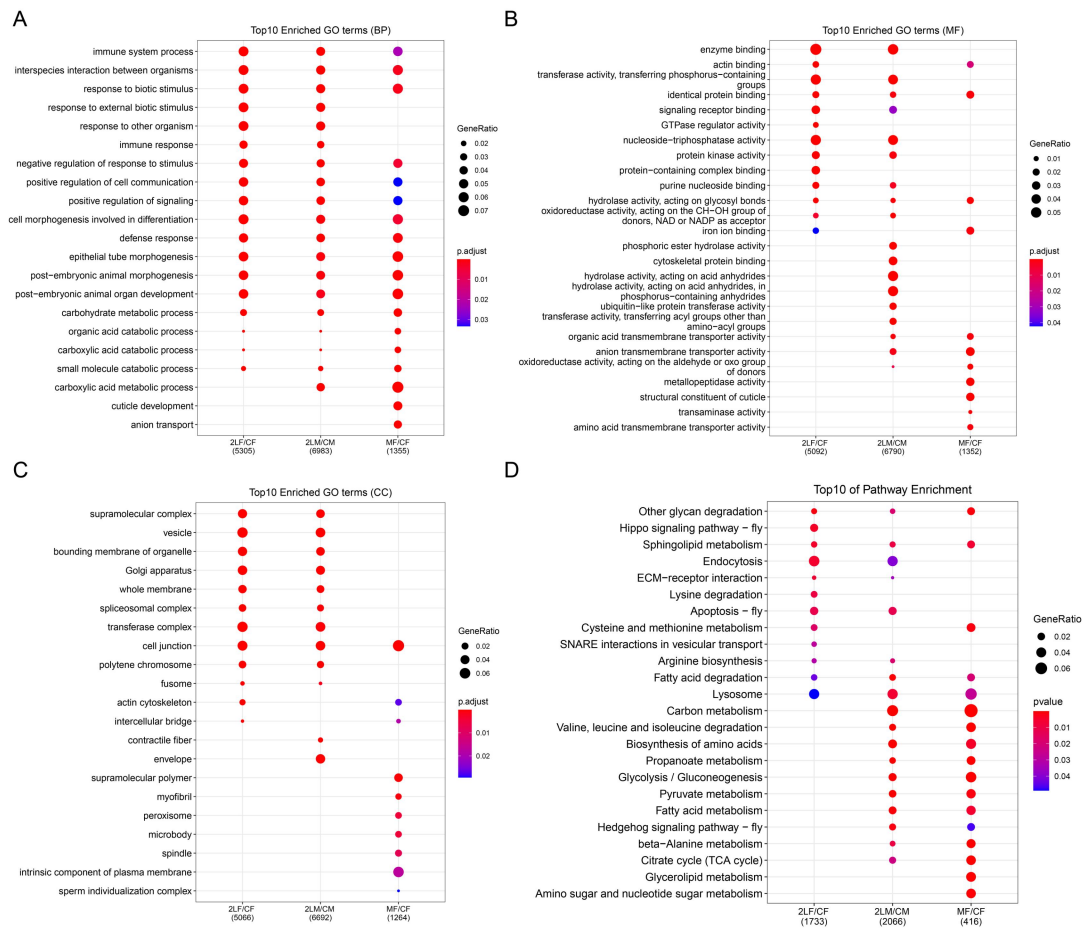

**Figure S1.** GO and KEGG enrichment analysis of differentially expressed genes in three kinds of aneuploidy. (A-C) Top 10 enriched GO terms in biological process (A), molecular function (B) and cellular component (C) of each aneuploidy. The size of the bubble represents the gene ratio, and the color represents adjusted p value as shown in the legend. (D) Top 10 enriched KEGG pathways of each aneuploidy. The size of the bubble represents the gene ratio, and the color represents p value as shown in the legend. The same enriched functions or pathways between different comparison groups are also shown. CF, wildtype female control; CM, wildtype male control; 2LF, trisomy 2L female; 2LM, trisomy 2L male; MF, metafemale.

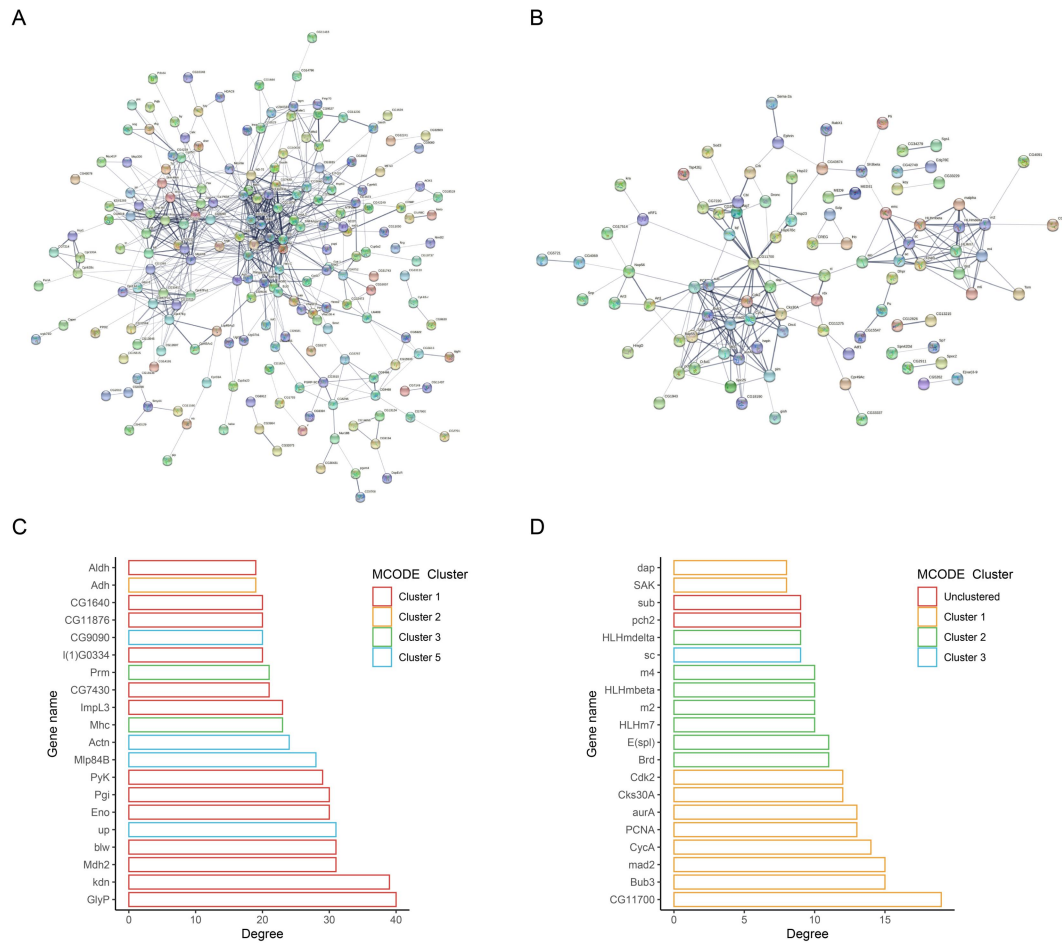

**Figure S2.** Protein-protein interaction (PPI) networks of the common differentially expressed genes. (A and B) PPI networks of common up-regulated (A) or down-regulated (B) DEGs. (C and D) Bar plots show the top 20 genes with the highest degrees in up-regulated (C) or down-regulated (D) PPI networks. The color of the bar represents the MCODE-module to which that gene belongs.

A

|    | logo                                                                              | motif                              | NES  | AUC  | TF_highConf | nEnrGenes |
|----|-----------------------------------------------------------------------------------|------------------------------------|------|------|-------------|-----------|
| 1  | 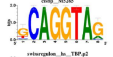 | cisbp_M5265                        | 5.18 | 0.07 | zld         | 32        |
| 2  |  | swissregulon_hs_TBP.p2             | 4.37 | 0.06 | Tbp         | 46        |
| 3  |  | hocomoco_SUH_HUMAN.H10MO.C         | 4.23 | 0.06 | Su(H)       | 8         |
| 4  |  | flyfactorsurvey_dl_NBT_FBgn0000462 | 4.06 | 0.06 | dl          | 16        |
| 5  | 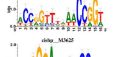 | cisbp_M5929                        | 4.04 | 0.06 | gem         | 54        |
| 6  | 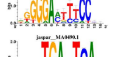 | cisbp_M3625                        | 4.00 | 0.06 | Rel         | 15        |
| 7  |  | jaspar_MA0490.1                    | 3.94 | 0.06 | Jra         | 62        |
| 8  |  | stark_RRNNNNMCACCTGC               | 3.90 | 0.06 | ac          | 14        |
| 9  |  | transfac_pro_M07885                | 3.84 | 0.06 | Dif         | 16        |
| 10 |  | cisbp_M4590                        | 3.76 | 0.06 | kay         | 34        |

B

|    | logo                                                                                | motif                                                    | NES  | AUC  | TF_highConf | nEnrGenes |
|----|-------------------------------------------------------------------------------------|----------------------------------------------------------|------|------|-------------|-----------|
| 1  |    | cisbp_M2330                                              | 6.28 | 0.04 | pnr         | 746       |
| 2  |    | bergman_Dref                                             | 5.70 | 0.04 | Dref        | 757       |
| 3  |   | cisbp_M2325                                              | 5.31 | 0.03 | BEAF-32     | 735       |
| 4  |  | cisbp_M4677                                              | 5.08 | 0.03 | kni         | 582       |
| 5  | 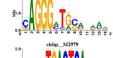 | flyfactorsurvey_CG7928_SOLEXA_5_FBgn0039740              | 4.38 | 0.03 | ZIPIC       | 219       |
| 6  |  | cisbp_M2979                                              | 3.87 | 0.03 | cnc         | 106       |
| 7  | 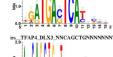 | cisbp_M4541                                              | 3.79 | 0.03 | Jra         | 112       |
| 8  |  | taipale_tf_pairs_TFAP4_DLX3_NNC<br>AGCTGNNNNNNNTAATTN_HT | 3.49 | 0.03 | crp         | 612       |
| 9  |  | flyfactorsurvey_CG10267_SANGER_5_FBgn0037446             | 3.44 | 0.03 | Zif         | 450       |
| 10 |  | jaspar_MA0478.1                                          | 3.41 | 0.03 | kay         | 103       |

C

|    | logo                                                                                | motif                               | NES  | AUC  | TF_highConf | nEnrGenes |
|----|-------------------------------------------------------------------------------------|-------------------------------------|------|------|-------------|-----------|
| 1  |  | jaspar_MA0490.1                     | 4.64 | 0.07 | Jra         | 44        |
| 2  |  | cisbp_M5265                         | 4.45 | 0.07 | zld         | 19        |
| 3  |  | cisbp_M4590                         | 4.36 | 0.07 | kay         | 41        |
| 4  |  | transfac_pro_M05603                 | 4.23 | 0.07 | lmd         | 37        |
| 5  |  | stark_RRNNNNMCACCTGC                | 4.12 | 0.07 | ac          | 10        |
| 6  |  | swissregulon_hs_TBP.p2              | 4.00 | 0.07 | Tbp         | 51        |
| 7  |  | bergman_Su_H_                       | 3.89 | 0.07 | Su(H)       | 15        |
| 8  |  | cisbp_M3625                         | 3.87 | 0.07 | Rel         | 17        |
| 9  |  | cisbp_M5929                         | 3.78 | 0.07 | gem         | 64        |
| 10 |  | taipale_tf_pairs_BACH1_ATGACTCAT_HT | 3.59 | 0.06 | cnc         | 51        |

**Figure S3.** Enrichment analysis of transcription factors for down-regulated genes in different aneuploidy groups. The analysis is performed in all three aneuploidy groups (A), autosomal aneuploidy groups (B) and female aneuploidy groups (C) respectively. The over-represented motifs are ordered by normalized enrichment score (NES) with a threshold of 3, and the top 10 annotated transcription factors with high confidence are selected. The corresponding TF-binding motifs with the highest score are listed.

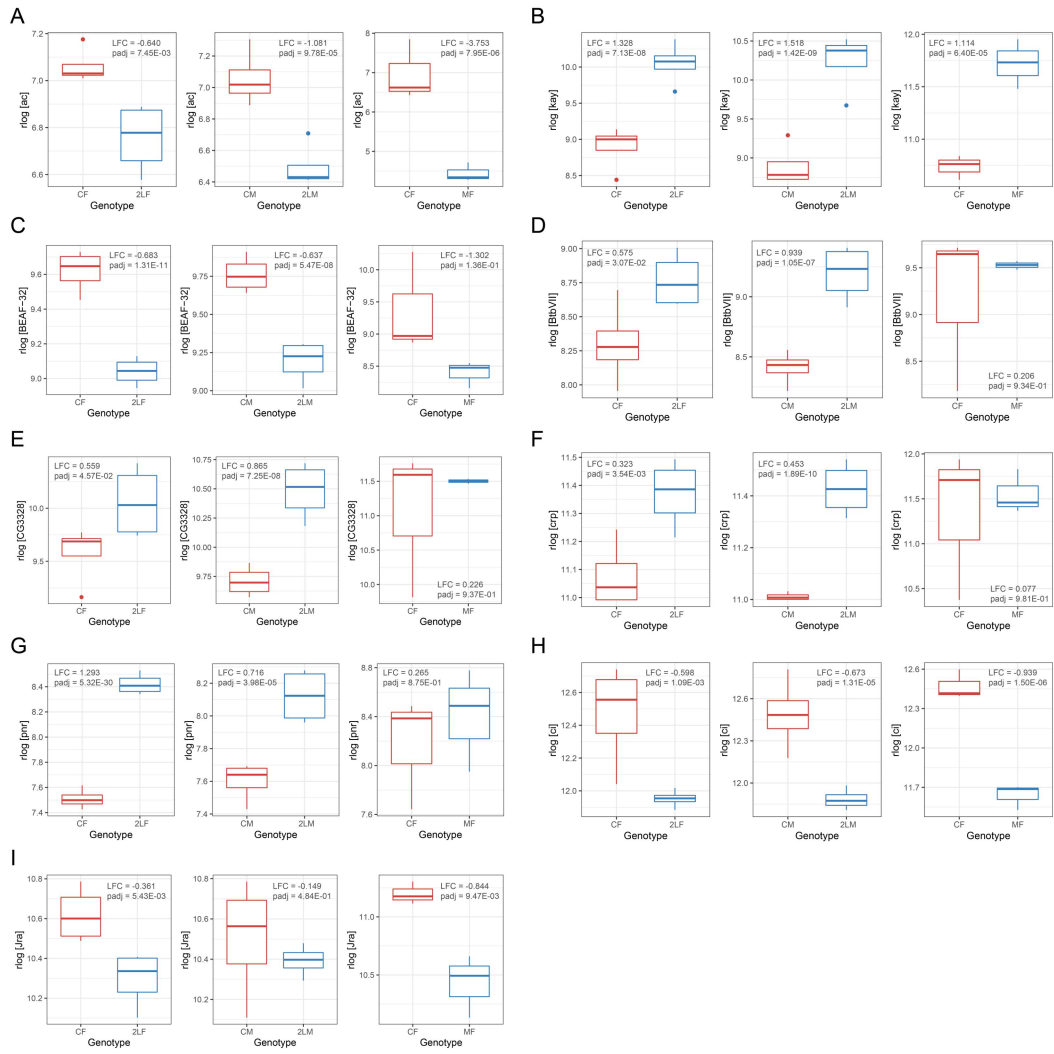

**Figure S4.** Gene expression of candidate transcription factors. (A-I) The boxplots show the expression levels of transcription factors *ac* (A), *kay* (B), *BEAF-32* (C), *BtbVII* (D), *CG3328* (E), *crp* (F), *pnr* (G), *ci* (H), and *Jra* (I). The gene expressions are shown using the regularized-logarithm transformation values.

**Table S1.** Primers used in RT-PCR

| <b>Genes</b>     | <b>Chromosome</b> | <b>Left primer</b>       | <b>Right primer</b>    |
|------------------|-------------------|--------------------------|------------------------|
| $\beta$ -tubulin | 2R                | AGCTCAGCACCTCTGTGTAAT    | AGCTGGAGCGCATCAATGTGTA |
| CG43773          | 2L                | GAGGAGTCCTGTACTATGCAAATC | CAGCGACTGGTACAAATGTAGT |
| jet              | 2L                | GAACTCCACCAGCTTGCTTT     | AACGAATGCGTCAACATCAC   |
| magu             | 2R                | TACATCTGCGTCCAAAGGC      | GAATCCGAGAGAGATGGCTG   |
| CG42694          | 2R                | GGCTCCGATATCAAACCAATCT   | GCTTACTCCAAGTTGCACAAAC |
| JIL-1            | 3L                | ACCAGAAACGACCTTCCGAC     | GTTGCATTAGTACGCGCAGG   |
| oxt              | 3L                | CCAACTTGTCGAGGGTCTTC     | GGAAGCGATTCTCCACCATA   |
| CG6293           | 3R                | GCTATCCACCTTGCAGTATGT    | CGAGAATTGTAGTGCCCAGTAG |
| Hsc70-4          | 3R                | GCTTGATTGGTCGCAAGTTC     | CGGTCTCCTTCATCTTGGTAAG |
| CG9577           | X                 | CGTCGCCGTAAAGACAACCA     | CACAGCCTGGGCGAAGTC     |
| Karl             | X                 | GAGAAGCTCGTGGGCAACAT     | GTGTCGTAGTCCGTGTCCAGAA |
| Myb              | X                 | TTGAAATGCGGTCCGATAAT     | GGGACAGAACAAAAGCGGTA   |
| sw               | X                 | CAGGTTGGGATTGAACTTGG     | TCGTACCACAACAACGAGGA   |
| Ag5r2            | X                 | GATTCTGGCCGGAGTACTTG     | ACGATTCCAATCACAATGCC   |

**Table S2.** Validation of RNA-sequencing using relative quantitative PCR

| Genes   | Chromosome | RNA-seq | RT-PCR |
|---------|------------|---------|--------|
| CG43773 | 2L         | 0.759   | 0.944  |
| jet     | 2L         | 0.892   | 0.783  |
| magu    | 2R         | 0.742   | 0.781  |
| CG42694 | 2R         | 0.837   | 1.148  |
| JIL-1   | 3L         | 0.991   | 0.802  |
| oxt     | 3L         | 0.885   | 1.063  |
| CG6293  | 3R         | 1.174   | 1.420  |
| Hsc70-4 | 3R         | 0.976   | 0.780  |
| CG9577  | X          | 0.810   | 1.044  |
| Karl    | X          | 0.985   | 1.048  |
| Myb     | X          | 1.795   | 1.711  |
| sw      | X          | 0.787   | 0.849  |
| Ag5r2   | X          | 1.236   | 1.781  |

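The 13 RNA-seq values of Table S2 compare Inr-a duplication males with wild type males. Each of the 13 equals, to its 3 decimals, the deposited ratio of exactly 1 transcript of its gene. For 4 of the genes the table of transcripts holds a single transcript, so that the value of the transcript is the value of the gene. The other 9 genes have 2 or more transcripts, and the transcript matched holds from 15.6% of the CPM of its gene for sw to 98.3% for Hsc70-4. Within a gene the ratios of the transcripts differed widely, from 0.742 to 3.17 for magu and from 0.809 to 6.60 for Karl. Summed over transcripts, the ratio was 1.03 for magu, 1.02 for CG42694, 1.29 for JIL-1, 1.27 for Karl and 1.15 for sw.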

The values in the table represent the relative expression levels of randomly selected genes in *Inr-a* duplication male compared with wild-type male *Drosophila*. For RT-PCR, three replicates per group were averaged. 

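Counted over the values printed in Table S2, the RNA-seq and RT-PCR ratios lay on the same side of 1 for 9 of 13 genes (69.2%). With the RNA-seq ratio summed over the transcripts of each gene, they did so for 8 of 13 genes (61.5%). The ratios of the genes lay on the other side of 1 from the RNA-seq value of the table for 5 genes.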

Overall, 70% of these genes were up- or down-regulated in the same direction.

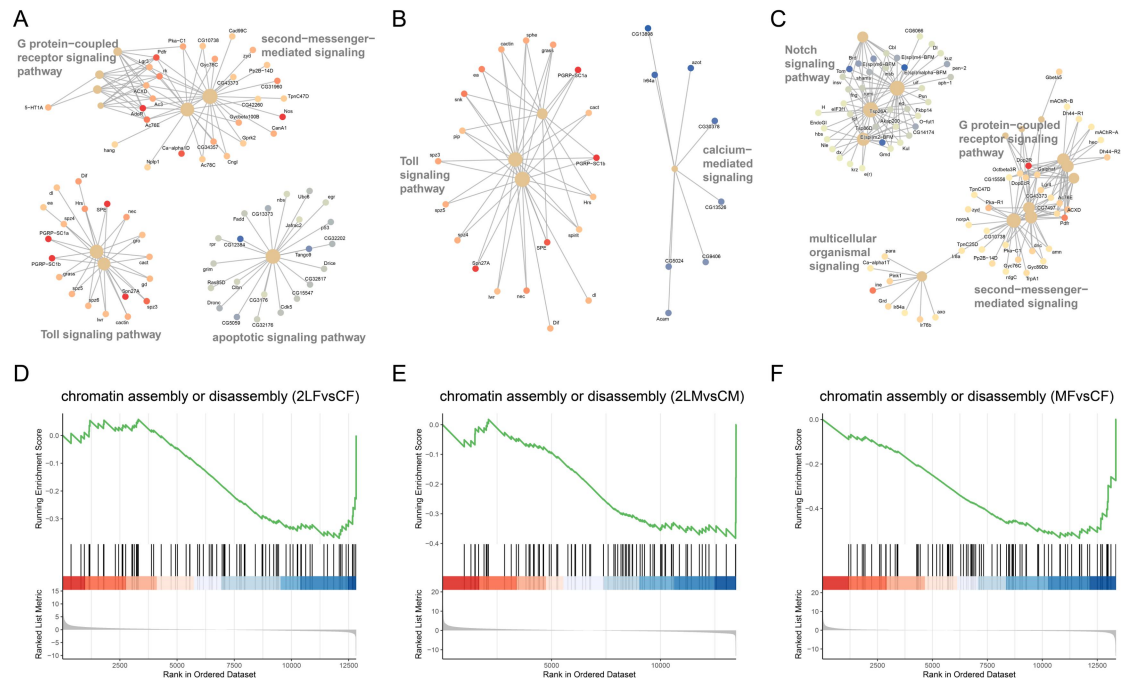

**Figure S5.** Gene set enrichment analysis (GSEA) of signal transduction components and chromatin proteins. (A-C) Gene-concept networks of signal transduction components in trisomy 2L female (A), trisomy 2L male (B) and metafemale (C) compared with normal diploid of the corresponding sex. The terms of  $p$  value  $< 0.05$  are selected, and the similar term labels are simplified. Blue nodes represent down-regulated genes and red nodes represent up-regulated genes. (D-F) GSEA plots of chromatin proteins in trisomy 2L female (D), trisomy 2L male (E) and metafemale (F) compared with normal diploid of the corresponding sex. GSEA is used to evaluate the distribution trend of a predefined gene set in an ordered gene list. All genes are ordered by  $\log_2\text{FoldChange}$  (the bottom panel of each plot), and the distribution of genes included in the predefined gene set is shown in the middle panel. The green line in the top panel indicates the running sum statistic, and the maximum deviation from zero is enrichment score. Only one term passed the filter with  $p$  value  $< 0.05$ . In three kinds of aneuploidy, the genes involved in chromatin assembly or disassembly tend to be distributed at the bottom of the total list.

How the deposited data were processed for this re-analysis (not part of the article)

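RNA was sequenced from larvae of the Canton S wild type (2 libraries, 2 copies of Inr-a) and of the Inr-a duplication (2 libraries, 3 copies), with 30 larvae per library. The trisomy 2L, metafemale, ac and BEAF-32 data that the paper took from public sources were not analysed here.

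The authors trimmed the reads with Trimmomatic, quantified transcripts with Salmon against the Ensembl transcriptome, imported them with tximport, and deposited the mean CPM of the 2 libraries of each genotype and the ratio of the Inr-a duplication mean to the wild type mean, for 30090 transcripts of chromosomes 2L, 2R, 3L, 3R, 4, X and Y. The CPM of each genotype sum to 1000000 over these transcripts, so the authors' normalization covers this set. The deposited ratio equals the quotient of both means, to a relative difference of at most 1.7e-08. Of the transcripts, 4370 have a mean of 0 in both genotypes, 2097 in wild type only and 1347 in the Inr-a duplication only. The transcripts that the paper's methods describe as filtered out for low expression are thus still among the deposited values. The authors' differential expression used DESeq2, which was not run here. The plan set in advance named limma for units other than counts, and the deposited unit is CPM. This was a choice, since counts of single libraries were recovered as described below.

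The counts of single libraries were recovered from the mean CPM. Each mean was searched for the pairs of whole counts that give it at the library totals fitted from the low values. Exactly 1 pair was found for 99.4% of the wild type and 99.6% of the Inr-a duplication transcripts above 0, several pairs for 134 and 89 transcripts, and no pair for 0. All transcripts with several pairs lie above 1000 CPM. On simulated means made from known counts, the totals were exact and 100% of the transcripts given 1 pair had the right one. Simulated values above 1 and up to 100 CPM that were not means of whole counts had a pair in 0.0172% and 0.0166% of cases. When the deposited values were moved by a random amount, a pair was found by accident for 2.16% of both the wild type and the Inr-a duplication transcripts from 100 to 1000 CPM, and for 54.7% and 100% above 1000 CPM. Above 1000 CPM, finding a pair is thus little evidence by itself, and 3 wild type and 53 Inr-a duplication transcripts there had exactly 1. The recovered totals were 12558720 and 11304266 counts in wild type libraries A and B and 15423445 and 14084653 counts in Inr-a duplication libraries A and B. A is the deeper library of its genotype, and the replicate numbers of the study could not be attached to these libraries. Genes with a transcript of several pairs, 134 in number, were left out of all values per library and all tests. These are the most abundant genes, so the tests do not speak for them.

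Transcripts were summed to 14028 genes by symbol and chromosome. Positions come from Ensembl release 115 (BDGP6.54), a later release than the one the paper names. In it 29964 of the 30090 transcript identifiers were found, all of them on the chromosome that the deposited values give. Of these genes, 11534 passed a filter that asks for 10 or more counts at the median library size in at least 2 libraries and 15 counts in all. The test fixed in advance for files with counts was not the one used, and limma was its stated replacement for other units. Differences between genotypes were tested with limma 3.58.1 (trend, R 4.3.3) on log2 of TMM-scaled CPM plus 0.5, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The TMM factors were 1.01 and 1.01 for wild type and 0.942 and 1.04 for the Inr-a duplication. On simulated counts with 200 changed genes among 11534 and 2 libraries per group, the test called between 68.5% and 73% of the changed genes with 2 to 6 false calls. With 2000 changed genes it called 87.75% of them with 73 false calls, and it called 0 when none was changed. These rates rest on an assumed dispersion of 0.03 for all genes and on simulated changes of at least 2-fold in either direction. They say nothing about smaller changes, such as the ratio at the peak of the distribution. Chromosome arms (6 sets) and marker lists (10 lists with genes tested) were tested with camera, with a preset correlation of 0.01, and with fry. With 2 libraries per genotype no exact permutation test can give a two-sided p below 0.333.

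Ratios of mean CPM were computed for genes with at least 10 counts over the 4 libraries and a wild type mean above 0, and counted in bins of 0.05. Medians were taken over genes of a chromosome arm. Transcript length, used in the closing tests, is the length of the longest annotated transcript per gene, and length trends were taken out with lowess (statsmodels 0.14.6, span 0.3). Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

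The genes named are Inr-a (Pcf11), white, the 13 genes of Table S2, the 9 transcription factors of Table 1, and the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold whose Inr-a duplication libraries both lay on one side of both wild type libraries. roX1 and roX2 were also to be named, but they had no transcript among the values used here. The values of Table S2 had been seen when this rule was made. None of the 9 transcription factors of Table 1 passed the threshold. Their log2 fold changes ran from -0.31 to 0.87, and the lowest adjusted p was 0.158 over all genes and 0.156 adjusted over the list alone.

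The alternatives were limma-voom, RLE, upper-quartile and library-size scaling, other filters on low counts, other pseudocounts, a fold-change limit, each library left out in turn, other bins, the inverse ratio, and transcripts in place of genes. The comparisons between the genotypes and these alternatives were fixed before the data were examined, except the pseudocounts and upper-quartile scaling in the tests and all settings on transcripts. The set of genes near the centromeres and part of the tests in the closing section were also chosen later, as stated there. Tests that need the counting tools edgeR and DESeq2 were not run. GC content was not examined, because no genome sequence was used here.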

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

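The 5 largest rises among the genes past the threshold are in genes that the paper does not discuss. The tests in this part were chosen after the results were seen. The mean CPM of the Inr-a duplication over that of wild type was 114.8 for Lcp65Ab2, 107 for CG13560, 17.3 for Mdr50 and 28.6 for CG3984, and CG9279 was at least 41.4-fold higher against a floor of 3 counts over the wild type libraries. In each of the 5 genes both Inr-a duplication libraries lay above both wild type libraries. Apart from Mdr50, the size of the rise rests on few wild type counts. Without wild type library A the ratio was 57.4 for Lcp65Ab2, 186 for CG13560 and 65.8 for CG3984, and CG9279 was at least 19.6-fold higher. Without wild type library B the ratio of CG3984 was 18.3, and Lcp65Ab2 was at least 489-fold and CG9279 at least 21.8-fold higher. Without Inr-a duplication library B the ratio of CG3984 was 16.4. For Lcp65Ab2, reads divided differently between close paralogs cannot be the whole reason, since the CPM of Lcp65Ab1 and Lcp65Ab2 together rose by a ratio of 7.75. Lcp65Ab1 was not near 0 in wild type, with 1270 and 1541 counts in libraries A and B, and it rose by a ratio of 6.83. A difference in developmental stage, left open below, is not excluded for this pair. The cross in the study brings chromosomes of another stock into the Inr-a duplication larvae, while the wild type larvae are Canton S throughout. A strain variant in or near such a gene, including a whole copy that one stock lacks, may account for a gene that is near 0 in one genotype, and it cannot be separated from an effect of the duplication because no second stock without the duplication was sequenced among the libraries used here. An effect of the Inr-a duplication stays open for the same reason.

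The 18S and 28S ribosomal RNA pseudogenes had 49549 counts in Inr-a duplication library A, against 1553 in library B and 579 and 975 in wild type libraries A and B. This is 0.321% of library A, and 29.1-fold the CPM of library B. A difference of this size between the libraries of one genotype is not explained by the genotype. The place of these pseudogenes near the X centromere is no explanation either. The genes near the centromeres of the chromosomes had a median log2 difference of 0.0645 between Inr-a duplication library A and the wild type mean. The difference was 0.241 over wild type library A and -0.0750 over wild type library B, both small against 29.1-fold. Whether more ribosomal RNA was left in that library was not tested.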

How the results depend on the processing

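The settings on transcripts, the other pseudocounts and upper-quartile scaling in the tests, and the set of genes near the centromeres were chosen after seeing the data. Where no cause is named, the cause was not tested.

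The counts of differentially expressed genes (199 higher, 58 lower) stayed within 1.5 times under limma-voom, RLE scaling, the filters at 10 counts and at 1 CPM, the fold-change limit and both pseudocounts. With library size in place of TMM they were 58 and 17, and with no filter on low counts 44 and 14. Library size also turned the balance at an unadjusted p below 0.05, to 1076 higher and 1166 lower. Upper-quartile scaling gave 33 lower genes, and transcripts in place of genes gave 0 higher and 0 lower, with 1350 and 933 at an unadjusted p below 0.05. With each library left out in turn the counts ran from 102 (without Inr-a duplication library B) to 570 (without Inr-a duplication library A) higher genes and from 36 to 506 lower genes, and without wild type library A 446 genes were higher. In these fits the lone library is assumed to vary like the other group. The ratio of higher to lower calls thus depends on Inr-a duplication library A: without it the called genes are 53.0% higher, against 77.4% with the 4 libraries. The other 2 ways to split the 4 libraries into pairs called 0 and 1 genes.

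Inr-a stayed above an adjusted p of 0.05 under its 13 alternatives, with a log2 fold change from 0.57 to 0.65 and an adjusted p from 0.175 to 0.700. The 10 genes with the largest changes were past the threshold under all 13 at the level of genes, but not in the test on transcripts, which called 0. Of the other named genes, none of which is past the threshold with the 4 libraries, 7 changed sign in 12 settings, always far from the threshold: with library size in place of TMM BtbVII was at -0.0239, and with each library left out in turn the log2 fold change ran from -0.85 to 0.0203 for CG43773, from -0.11 to 0.28 for magu, from -0.16 to 0.21 for CG42694, from -0.38 to 0.11 for oxt, from -0.37 to 0.27 for ac, from -0.20 to 0.20 for BtbVII and from -0.0700 to 0.51 for CG3328. crp passed the threshold without wild type library A (1.41, adjusted p = 0.00521 in limma) and without Inr-a duplication library A (1.27, adjusted p = 0.0128 in limma).

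The autosomal median lay on both sides of 1, at 0.996 as reported, 1.02 with TMM scaling, 0.962 for genes of at least 10 CPM, and 0.931 to 1.04 with each library left out. That of chromosome 4 ran from 1.10 without Inr-a duplication library B to 1.95 without library A. Over transcripts with a ratio of at most 3 the X median was 0.894. The peak of the autosomes was at 0.966 in bins of 0.1 on the log2 scale and at 0.975 for wild type over the Inr-a duplication. The peak of the X chromosome was at 0.875 with TMM scaling, at 1.025 for wild type over the Inr-a duplication, and at 0.841 for transcripts in log2 bins.

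Among the chromosome arms, only chromosome 4 was past the threshold in camera. Its median log2 fold change of 0.56 was not past it with fry (adjusted p = 0.303) or with an estimated correlation between genes (adjusted p = 0.879). Arms near 0 changed sign with libraries left out, in the ranges -0.0118 to 0.0369 for 2L, -0.0170 to 0.0263 for 2R, -0.00685 to 0.0544 for 3L and -0.0254 to 0.00495 for 3R.

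Of the marker lists, heat shock (median log2 fold change -1.09), midgut digestive enzymes (0.63), larval cuticle (0.44) and testis (-0.25) were past the threshold in camera, and none of them was with fry (adjusted p = 0.147 each) or with an estimated correlation (adjusted p = 0.387 each). With each library left out in turn the median ran from -0.39 to -0.21 for testis, which was no longer past the threshold without wild type library A or Inr-a duplication library A. It ran from 0.16 without Inr-a duplication library B to 0.69 without library A for larval cuticle, still past the threshold in camera, so that its size rests largely on library B. It ran from -0.32 to 0.24 for the Y-linked list, from -0.11 to 0.50 for the ovary and early germline list, from 0.17 to 0.57 for the ecdysone list, from -0.72 to 0.53 for the antimicrobial peptides and from -0.14 to 0.15 for the cleavage and polyadenylation list. Lists not past the threshold with the 4 libraries passed it in camera in limma with a library left out: the Y-linked list without wild type library B (adjusted p = 0.00184) and without Inr-a duplication library B (adjusted p = 0.0431), the ecdysone list without Inr-a duplication library A (adjusted p = 0.00704), and the antimicrobial peptides without wild type library A (adjusted p = 0.0192) and without Inr-a duplication library A (adjusted p = 0.00354).

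Across all genes tested in place of the differentially expressed genes, the correlation was 0.972 between the Inr-a duplication libraries and at most 0.969 between genotypes.

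No paired analysis was possible because the recovered libraries carry no replicate numbers. The alternatives that use edgeR, DESeq2 or the replicate number were not run, and the averaging of paired ratios was not run either. A count of 0 in both libraries of a genotype allows up to 3 counts, which is 0.126 CPM in wild type and 0.102 CPM in the Inr-a duplication, for counting error only.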

Differences from the paper's values

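The number of genes higher in the Inr-a duplication was 199, against about 1200 of the paper in Fig. 5F, and the number lower was 58, against about 870 of the paper in Fig. 5G, each the sum of the shares of the diagram, read by eye. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's numbers. The closest was the test without Inr-a duplication library A, with 570 and 506. The other alternatives gave 44 to 446 higher and 14 to 80 lower genes. At an unadjusted p below 0.05 the limma test had 1403 higher and 995 lower genes, which is a different threshold. The authors' own test, DESeq2, was not run, so its part in this difference is unknown.

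The paper states that the median ratio lies below 1 on all chromosomes but chromosome 4. Over genes, the median was 0.992 on 2R, 0.998 on 2L, 0.973 on 3R and 0.974 on X, but 1.01 on 3L. Chromosome 4 lay above 1 here too, at 1.52. Over the deposited transcripts with a ratio of at most 3, a setting chosen after seeing the values, all medians of Figure 5D and 5E match those printed in the figure, with 0.94 on the autosomes and 0.894 on X.

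In Table S2 the paper gives RNA-seq ratios below 1 for magu (the paper's value 0.742), CG42694 (0.837), JIL-1 (0.991), Karl (0.985) and sw (0.787), where the sums over transcripts were 1.03, 1.02, 1.29, 1.27 and 1.15. The other 8 of the 13 genes lay on the same side of 1 as the paper's value. Taken for the single transcript that matches, a comparison chosen after seeing the values, all 13 were at the paper's values.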

Other observations

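The tests on the skew of the ratios, abundant genes, low counts, libraries of one genotype, the expression level of chromosome 4, sex and developmental stage were set before the data were examined. All the others in this part were chosen after the results were seen: transcript length, the limit on ratios above 3, an extra copy of chromosome 4, genes near the centromeres, genomic DNA, the level of the libraries, the heat shock genes, the transcripts of one gene and the genes beside Inr-a.

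The ratio distribution peaked below 1. Several readings of this peak were tested. A few abundant genes do not account for it, since without the 100 most abundant genes in the library totals the autosomal peak stayed at 0.825, while the median moved from 0.996 to 1.01. Low counts do not account for it either. Among genes of at least 10 CPM the peak lay at 0.775 for the autosomes and 0.725 for the X chromosome, with an autosomal median of 0.962. Skew of the ratio in linear bins is a candidate explanation for the autosomes, because the inverse ratio also peaked below 1, at 0.975, and log2 bins of 0.1 moved the peak to 0.966. For the X chromosome this stays open. The inverse ratio peaked at 1.025 and log2 bins at 0.785, but over transcripts the inverse ratio peaked below 1 as well, at 0.75, and so it did over genes after the length correction described below. In CPM that were not scaled further, the libraries of one genotype differed in level by more than the genotypes did: the autosomal median of Inr-a duplication library A over library B was 0.898, against 0.996 between the genotypes. TMM scaling brought the Inr-a duplication libraries to one level, with a median log2 difference of 0.00271 over all genes tested, and left the autosomal peak at 0.825, so a difference in level between libraries is not the whole reason for the peak. Other differences between libraries of one genotype stay open.

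The ratio followed transcript length. A shift common to all genes cannot be set against this trend, because scaling to CPM removes it. Among autosomal genes in 4 groups of equal size by length, the median ratio was 0.850 in the shortest group (median length 785 bases, 66.5% of genes below 1), 0.896 and 1.04 in the middle groups, and 1.27 in the longest group (median length 4522 bases, 24.8% below 1). A similar trend set the wild type libraries apart from each other, with median ratios of library A to library B of 0.835 in the shortest and 1.22 in the longest group. Across 9501 genes, Spearman's rho between length and the log2 difference was 0.483 for wild type library A minus library B, 0.579 and 0.488 for Inr-a duplication libraries A and B minus wild type library B, and 0.204 and 0.228 for them minus wild type library A. Wild type library B is thus the one most apart. Genes are not independent replicates, and these values describe the libraries. Expression level does not account for the trend between the wild type libraries, where rho given mean expression was 0.480. After each library's length trend was taken out, the autosomal peak lay at 0.875 for the Inr-a duplication over wild type and at 0.875 for the inverse ratio, with a median ratio of 1.03, and the X chromosome had its peak at 0.825, at 0.875 for the inverse ratio, and a median of 0.982. A bias along transcript length, as RNA integrity or library preparation can give, is a candidate explanation for part of the peak below 1. An effect of the Inr-a duplication that follows length stays open, but it would not account for the trend between the wild type libraries.

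Over transcripts with a ratio of at most 3 the median lay further below 1 than over genes. Leaving out ratios above 3 while keeping ratios of 0 is a candidate explanation on the autosomes, where the median was 0.990 with limits at 3 and its inverse and 1.02 with every transcript above 0 in either genotype counted. On X these medians were 0.962 and 1.01, so there the limit may account for part of the shift and the rest stays open. With ratios of at most 3 the autosomal median lay below 1 in both directions between the wild type libraries. It was 0.907 for A over B and 0.947 for B over A, and 0.916 for the wild type mean over the Inr-a duplication mean. Over every finite ratio these medians were already 0.926, 0.968 and 0.936. Their place below 1 thus does not come from the limit alone. Between the Inr-a duplication libraries the median with the limit was 0.841 for A over B but 1.045 for B over A. Without the limit it was 0.851 and 1.08. The ratios of single transcripts also spread more between libraries of one genotype. The SD of the log2 ratio between the wild type libraries, at 10 to 100 CPM, was 0.44 for genes with 1 transcript and 1.22 for the transcripts of genes with 2 or more, while it was 0.43 for the latter summed to genes. The split of a gene's reads among its transcripts may account for this spread.

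Chromosome 4 lay above the other chromosomes mainly in 1 library. Its median log2 difference from the wild type mean was 0.26 in Inr-a duplication library A and 0.93 in library B, and the difference between these libraries was 0.64. Expression level does not account for it, since 10000 random lists matched on mean expression exceeded 0.186 in only 2.5% of lists, against 0.56 for chromosome 4. With lists matched on transcript length as well, library A lay at the percentile 84.4 and library B above all lists, of which 2.5% exceeded 0.544. In library B, 144 genes near the centromeres of the other chromosomes also rose, with a median of 0.464. The matched lists at the same limit had 0.263, and the median in library A was 0.0645. The size of this rise depends on the wild type library. For library B it was 0.721 over wild type library A and 0.271 over wild type library B. Wild type library A minus library B had a median of -0.315 on these genes. With both Inr-a duplication libraries the median log2 fold change was 0.279, and 0.0371 without wild type library A. For chromosome 4, transcript length is thus not the whole reason in library B, but it may account for part of the rise. After each library's length trend was taken out, the median ratio of chromosome 4 between the genotypes was 1.28, against 1.52 before. Its peak was at 1.225, against 1.525 before. An extra copy of chromosome 4 would leave the genes near the other centromeres as they are. Their rise in library B argues against it for them, but only weakly. The wild type libraries differ on these genes by more than the 0.271. For chromosome 4 itself, the excess over matched lists in library B was 0.548 and an extra copy in some larvae cannot be told apart from other causes, because copy number was not measured. Genomic DNA in the library is not supported: odorant, gustatory and ionotropic receptor genes summed to 33.2 CPM in library B, within the range of the other libraries (25.5 to 39.6 CPM). The set of genes near the centromeres was chosen after its values were seen, and its test, past the threshold in camera, was not past it with fry, with an estimated correlation between genes, without wild type library A or without Inr-a duplication library B.

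The genotypes differ in sets of genes that respond to condition. The Hsp70 genes together had a ratio of 0.0649, so a different division of reads among the copies is not the reason. The other 8 genes of the heat shock list had a median log2 fold change of -0.76, with 7 of 8 lower. Heat or handling stress in the wild type larvae may account for both, and cannot be told apart from an effect of the duplication because the handling of the larvae is confounded with genotype. Between the wild type libraries the heat shock list also differed, by a median log2 of 0.64. For developmental stage, the larval cuticle list had an adjusted p = 0.0165 in camera, the ecdysone list 0.1003 and the salivary glue list 0.199, with only 3 of the glue genes tested, which leaves a difference in stage open. For sex, the Y-linked list had a median log2 fold change of 0.0129 but a mean of -0.47. The testis list had a median of -0.25 and a mean of -0.24. Both lists leaned lower in camera, with an adjusted p = 0.322 for the Y-linked list and 0.0192 for testis. The sample labels give both genotypes as male. From these values, a mix of sexes cannot be told apart from other reasons for the lower testis genes. The roX genes, which the test needed, had no transcript among the values used here. The midgut digestive enzymes rose by a median log2 fold change of 0.63 in camera (adjusted p = 3.79e-05), with 0.74 in Inr-a duplication library A and 0.63 in library B. The ovary and early germline list (0.23, adjusted p = 0.621), the antimicrobial peptides (-0.04, adjusted p = 0.449) and the cleavage and polyadenylation list (0.03, adjusted p = 0.621) were not past the threshold in camera. The antimicrobial peptides were at 0.53 in library A and -0.70 in library B. No gene of the larval serum list could be tested, and the mitochondrial genome had no gene among the values used here.

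Some genes beside Inr-a rose and others fell. From Inr-a to the left, the ratio was 0.963 for U3-55K, 1.47 for CG33506, 1.17 for HPS1, 0.723 for Ciao1, 0.969 for Ercc1 and 1.56 for SMC2. On the right, the 8 Cyp6a genes from 14871366 to 14889010 together had a ratio of 3.31, with 2.80 in library A and 3.81 in library B, and beyond them Cyp317a1 had 1.78 and Kank 0.791. Cyp6a23 alone, with a ratio of 4.48, held 61.5% of the Inr-a duplication sum. The other 7 together had 2.33, with 2.07 in library A and 2.60 in library B, carried by Cyp6a9 (2.37), Cyp6a21 (2.41) and Cyp6a22 (2.79). An added copy would give about 1.5 and is therefore not the whole reason for the sums. For Cyp6a8, with 1.43 from few counts and its Inr-a duplication libraries on opposite sides of 1, an added copy cannot be told apart from no change, and Cyp6a17, Cyp6a19 and Cyp6a20 had at most 5 counts in any library. Whether the duplicated segment reaches U3-55K may not be read from its ratio of 0.963, because a duplicated gene can be dosage compensated. Alleles of the stock that carries the duplication stay open for these genes and were not tested.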
